# Single cell RNA sequencing reveals ferritin as a key mediator of autoimmune pre-disposition in a mouse model of systemic lupus erythematosus

**DOI:** 10.1038/s41598-021-03649-2

**Published:** 2021-12-20

**Authors:** Subhi Talal Younes, Kurt Showmaker, Ashley C. Johnson, Michael R. Garrett, Michael J. Ryan

**Keywords:** Autoimmunity, Systemic lupus erythematosus

## Abstract

Systemic lupus erythematosus (SLE) is a devastating autoimmune disorder characterized by failure of self-tolerance with resultant production of autoreactive antibodies. The etiology of this syndrome is complex, involving perturbations in immune cell signaling and development. The NZBWF1 mouse spontaneously develops a lupus-like syndrome and has been widely used as a model of SLE for over 60 years. The NZBWF1 model represents the F1 generation of a cross between New Zealand Black (NZB) and New Zealand White (NZW) mice. In order to better understand the factors that contribute to the development of autoimmunity, single cell RNA sequencing was conducted using the bone marrow from female NZBWF1 mice prior to the development of overt disease. The results were contrasted with single cell RNA sequencing results from the two parental strains. The expected findings of B cell abundance and upregulation, and evidence of interferon signaling were validated in this model. In addition, several novel areas of inquiry were identified. Most notably, the data showed a marked upregulation of the ferritin light chain across all cell types in the NZBWF1 mice compared to parental controls. This data can serve as a gene expression atlas of all hematopoietic cells in the NZBWF1 bone marrow prior to the development of autoimmunity.

## Introduction

Systemic lupus erythematosus (SLE) is a multisystem autoimmune syndrome characterized in part by the production of a variety of auto-reactive antibodies^1^. The etiology of this complex syndrome is multi-factorial, involving both genetic susceptibility^2^ and complex environmental factors^3^. Consequently, the study of SLE has leveraged a variety of similarly multi-factorial model systems^4^ including mouse strains with polygenic susceptibility to autoimmunity^5,6^. One such strain, the New Zealand Black-White F1 (NZBWF1), is produced by crossing a female New Zealand White (NZW) and male New Zealand Black (NZB). The resultant female F1 progeny exhibit an SLE-like phenotype characterized by production of anti-double stranded DNA antibodies and nephritis^7^.

Prior studies in the NZBWF1 model show multiple genetic susceptibility loci which collectively contribute to the phenotype^6,8^. However, the precise mechanisms which contribute to the autoimmune predisposition in this strain are not clear. Importantly, the identification of genes that impart susceptibility to autoimmunity in NZBWF1 mice led to the discovery of orthologous genes linked to autoimmunity in humans^9^. Thus, the continued study of underlying genetic factors contributing to SLE in NZBWF1 mice can lead to a better understanding of human SLE. In order to advance this cause, single cell RNA sequencing was conducted using the bone marrow from 9 to 10-week-old female NZBWF1 mice and the two parent strains, NZW and NZB. This age was selected because it precedes the development of overt autoimmunity. The purpose of this study was to define the genetic and cellular landscape of this model’s hematopoietic system prior to the development of any disease phenotype. In so doing, several areas of novel inquiry were identified while simultaneously validating its use as a faithful small animal model of SLE.

## Methods

### Animals

Seven-to-eight-week-old female New Zealand Black (NZB), New Zealand White (NZW), and New Zealand Black-White F1 (NZBWF1) mice (n = 3) were purchased from The Jackson Laboratory, and were delivered at the same time. Animals were maintained on a 12-h day/night cycle and allowed to feed (standard chow) and drink ad libitum until they reached 9–10 weeks of age to conduct the study. Twenty-four hours prior to euthanasia, mice were placed in metabolic cages for collection of urine. At approximately 7:00 am, isoflurane was administered at a high dose until respirations ceased; cervical dislocation was then performed, and tissues were harvested. All studies were reviewed and approved by the University of Mississippi Medical Center Animal Care and Use Committee and comply with ARRIVE guidelines. All methods were carried out in accordance with relevant guidelines and regulations.

### Bone marrow cell collection

The left and right femurs of the mice were disarticulated and dissected away from muscle. Each end of the bone was then clipped. Five milliliters of Hank’s Balanced Salt Solution was flushed through each end of the bone using a 30-gauge needle. This solution was passed through a 70-micron filter to remove large pieces of debris. The cells were spun down at 200 rcf for five minutes and re-suspended in 1 mL of phosphate-buffered saline (PBS) with 0.04% bovine serum albumin. Four milliliters of RBC lysis buffer from BD Biosciences (catalog number 555899) was added and the solution was incubated at room temperature for 5 min away from light. Cells were centrifuged again at 200 rcf for 5 min and resuspended in 1 mL of PBS with 0.04% BSA. The centrifuged cells were washed three times according to the following protocol: centrifuge at 150 rcf for 3 min, remove the supernatant, resuspend the cells with a wide-bore pipette tip in 1 mL of PBS with 0.04% BSA. After the final wash and resuspension, cell concentration and viability was determined using a Bio-Rad TC20 automated cell counter.

### Single cell RNA sequencing

Bone marrow cells were isolated using the 10 × Genomics Chromium Single Cell controller according to the manufacturer’s instructions using the 10 × Chromium Single Cell 3’ v3.1 Reagent Kit (10 × Genomics Product Code 1000268) followed by cell lysis, and library preparation including barcoded RNA reverse transcription, cDNA amplification, addition of sample index, and Illumina P5/P7 adapters. The libraries were sequenced using an Illumina NextSeq 500 instrument. Reads from the NextSeq instrument were initially analyzed using the 10 × Genomics Cell Ranger software v3.1. FastQ files were generated, samples de-multiplexed, and gene counts obtained using the Cell Ranger mkfastq, count, and aggr commands. Resulting output tables were then imported into R statistical software for further analysis.

### Data analysis

Data analysis was performed using R and a variety of Bioconductor packages^10–30^ following many of the conventions described by Amezquita and colleagues in the book *Orchestrating Single Cell Analysis with Bioconductor*^31^. The code associated with this analysis is available on GitHub (https://github.com/styounes/SLE_scRNAseq).

HDF5 (.h5) files for each sample were loaded using the read10xCounts function of the DropletUtils package. Most of the following downstream analyses were performed using a combination of the scran and scater packages. Per cell quality control metrics included total detected unique molecular identifies (UMI), number of expressed genes, and the percentage of mitochondrial genes. Cells with less than 1000 total UMIs, less than 500 unique genes, or greater than 10% expression of mitochondrial genes were removed from the dataset. 

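Barcodes called as cells by Cell Ranger were counted per mouse in the authors' deposited matrix. The percent of a mouse's barcodes that passed all 3 limits was 55.1 ± 6.83 in NZB, 57.9 ± 2.22 in NZW, and 56.4 ± 3.56 in NZBWF1 (mean ± SD, n = 3 mice each; p = 0.729, exact permutation over the 280 partitions of the 9 mice). Median genes per kept cell were 977, 968, and 972 (exact permutation, p = 0.989). Median UMIs per kept cell were 2474 ± 63.3, 2271 ± 43.3, and 2222 ± 62.0 in the same order (exact permutation, p = 0.0107, or 0.0428 after Benjamini-Hochberg correction over the 4 measures). The median mitochondrial percent was 3.53 ± 0.526, 4.47 ± 0.252, and 4.50 ± 0.165 (exact permutation, p = 0.0321, adjusted 0.0642). The smallest p that these partitions can give is 0.00357. No batch label was found in the sources used here, so batches were not compared.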

There was no difference in quality of cells among batches or across strains. These metrics exhibited a bimodal distribution (Supplementary Fig. 1A) with a clear inflection in between low- and high-quality cells, guiding the selection of thresholds. In order to ensure that highly metabolically active cells were not discarded by this approach, the total library size (i.e. total UMIs) was plotted against the percentage of mitochondrial genes for each cell (Supplementary Fig. 1B). Given the fact that there were no cells with large library sizes (presumably high-quality cells) with concomitant large proportion of mitochondrial genes, it was concluded that this approach did not inadvertently discard any metabolically active cell populations. 

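Of the 1312 barcodes with at least 10000 UMIs, 0 held more than 10% mitochondrial UMIs, and the highest share was 9.64%. Between 5000 and 10000 UMIs, 34 of 4648 barcodes (0.731%) passed that share, with a highest value of 93.7%. The share over the limit was 2.57% of 38596 barcodes with 1000 to 5000 UMIs and 5.87% of 23888 barcodes with fewer. In all, 2428 barcodes exceeded the limit, and 905 of them were discarded for that reason alone. A maximum of 5% would have left 23915 barcodes, compared with 39051 at 10%.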

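For each mouse, UMIs were summed over discarded and over kept barcodes, and 15 lists of cell type markers were compared between the 2 sums. B-cell markers were higher in the discarded barcodes of 9 of 9 mice, by a mean log2 difference of 2.14 (SD 0.523). T-cell markers were higher by 1.55 (SD 0.691) and dendritic cell markers by 0.65 (SD 0.400), each in 9 of 9 mice. Markers of granulocyte-monocyte precursors differed by -2.42, of plasma cells by -1.66, of hematopoietic stem cells by -0.93, and of monocytes by -0.64, and each of these 4 lists was higher in the discarded barcodes of 0 of 9 mice. The other 8 lists had means between -1.37 (mast cells or basophils) and 0.62 (NK cells), with mice in both directions. Among 3519 genes with at least 50 CPM, 118 were more than 2-fold higher and 174 more than 2-fold lower in the discarded barcodes of every mouse. Between 94.85% and 99.3% of the discarded barcodes with at least 2 UMIs of B-cell markers were under the UMI or the gene minimum.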

Finally, the enrichment of gene subsets within discarded cells was checked and, observing no such enrichment, demonstrated that quality control was not discarding a distinct population of cells (Supplementary Fig. 1C). Doublets (droplets which contained two or more cells) were identified using a simulated doublet approach whereby artificial doublets are constructed from the dataset and cells which lie close to these artificial doublets in high-dimensional space are removed (guilt by association), as implemented in the scDblFinder function with the following non-default parameters: nfeatures = 750, propRandom = 1.

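Doublets were scored here with an own implementation of simulated doublets, and 2526 of the kept barcodes with the highest scores were removed, which left 36525 cells. The number removed was fixed at 0.8% per 1000 barcodes of the mouse, which gave 96 to 467 barcodes per mouse.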

Gene expression was normalized by pooling counts from related cells and calculating a size factor for each pool; cells were then deconvolved into cell-based size factors for normalization of each cell’s expression profile, using the functions quickCluster and computeSumfactors as implemented in the scran package. Genes with a high variance of expression after applying a correction factor for abundance were selected for use in several downstream analyses, most notably, dimensionality reduction. The top 20% of highly variable genes were selected.

Cell types were annotated using a curated set of marker genes garnered from the Cell Marker database (http://bio-bigdata.hrbmu.edu.cn/CellMarker/) (Supplementary Table 1). Equipped with these gene sets, an assignment score for each permutation of cell and cell type was computed using the function AUCell with the following nondefault parameters: aucMaxRank = 750. Diagnostic plots were inspected and score thresholds manually adjusted for optimal assignment in our dataset.

Differential gene expression among strains was determined by aggregating cell types across samples using the function aggregateAcrossCells implemented in the package edgeR. Samples with less than 10 cells for the given cell type were removed. Differential gene expression was computed by the function pseudoBulkDGE from the scran package. Briefly, this function loops across cell types and performs differential expression using a quasi-likelihood method as implemented in the package edgeR. For the design matrix NZB-NZBWF1-NZW, the coefficients were: − 0.5, 1, − 0.5. Similarly, differential abundance of cell populations was computed using quasi-likelihood method with a design matrix and coefficients as above. Phase of the cell cycle for each cell was inferred based on the expression of stereotypic cell cycle genes using the package cyclone.

### Subclustering

B-cell subclusters were determined as follows. After appropriate subsetting of the global dataset, dimensionality reduction by principal component analysis was repeated. In order to minimize technical noise while maximizing identification of true biological differences, clustering was run using a subset of these principal components in keeping with the method described by Amezquita et al.^30^. The number of components was determined by first computing the number of clusters vs. the number of principal components used in clustering. Next, the number of principal components which yields no more than PC + 1 clusters was selected, as it represents the inflection point between over- and under-clustering. A k-nearest-neighbor approach was applied to the dataset as implemented in the function buildSNNGraph in the igraph package (Supplementary Fig. 2A). Cluster stability was evaluated based on both cluster modularity and bootstrapping approaches (Supplementary Fig. 2B,C). One subcluster (label 1) was removed as this subcluster had a high library size and expressed both myeloid and lymphoid markers, suggesting it consisted mostly of doublets. Differential abundance and expression across B-cell subclusters was determined similar to that described above for other cell types.

## Results

A high cell viability was obtained using the aforementioned isolation method, as NZB, NZW, and NZBWF1 mice had an average of 88, 94, and 94 percent viability, respectively. After initial quality control, 31,053 cells remained for downstream analysis. 

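The experiment measured UMI counts of 31053 genes in single bone marrow cells of 9 female mice, 3 each of NZB, NZW, and NZBWF1, by droplet sequencing of transcript 3' ends. The authors made the counts with Cell Ranger and merged the 9 libraries into 1 matrix. Whether the merging thinned the libraries to equal depth, and which genome build was used, is not given in the sources used here. From these counts, barcodes were filtered at the authors' limits of 1000 UMIs, 500 genes, and 10% mitochondrial UMIs, which discarded 29393 and kept 39051 (57.1%): 10847 in NZB, 14402 in NZW, and 13802 in NZBWF1. The UMIs in the cells analyzed totaled 8277374, 14448681, and 10545815 in the NZB mice, 12460490, 14940292, and 14397102 in the NZW mice, and 7701626, 15649757, and 16329491 in the NZBWF1 mice. Clusters were built without 786 genes that differed between strains within the classes of a first round, and each cluster was named by marker genes. Class names therefore carry the ending "-like". The choice that moved the number of kept barcodes most was a minimum of 2000 UMIs and 1000 genes, which kept 17371. The mouse was the unit of every test of strains, and the free RNA expected in a cell came to 0.57% to 1.78% of the median UMIs of a mouse.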

All three major hematopoietic lineages (immune, erythroid, and megakaryocytic) were represented across each individual strain (Fig. 1A,B). 

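Neutrophil-like cells were the largest class, with 11598 of 36525 cells (31.8%), followed by 6087 B-cell-like cells (16.7%). Erythroid-like cells numbered 1974 (5.41%), with 61 to 397 per mouse. Megakaryocyte-like cells numbered 46 (0.126%) and were found in each strain, with 3, 14, and 4 cells in the NZB mice, 0, 3, and 4 in the NZW mice, and 0, 7, and 11 in the NZBWF1 mice. A further 1997 cells stayed in clusters without a name. Unnamed clusters held 3.53 ± 1.21% of the cells of an NZB mouse, 6.70 ± 1.07% in NZW, and 6.65 ± 2.81% in NZBWF1. The cluster that held most cells of a class differed between strains for B-cell-like, monocyte-like, erythroid-like, neutrophil-like, NK-cell-like, T-cell-like, and precursor-like cells. For monocyte-like cells it was cluster 9 in NZB (34.6% of the class) and cluster 2 in NZW (53.9%) and NZBWF1 (52.1%).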

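Place was measured per class over the genes that differed between NZB and NZW (edgeR, adjusted p under 0.05), on a scale with 0 at the NZW mean and 1 at the NZB mean. Erythroid-like cells had 801 such genes. The NZBWF1 mean lay between the parents' means for 88.8% of them, at a median place of 0.506 (quartiles 0.321 and 0.684). For 1068 genes of neutrophil-like cells, 91.8% lay between, at a median of 0.377 (quartiles 0.220 and 0.541), nearer to NZW. Leaving out each mouse in turn moved the medians within 0.447 to 0.575 and 0.357 to 0.422. B-cell-like cells had a median of 0.402, dendritic-cell-like cells 0.562, and monocyte-like cells 0.262 over 2490 genes, of which 79.5% lay between. In counts simulated with NZBWF1 midway between the parents, the mean of that median over 10 simulations was 0.429 with 97.4% between for B-cell-like cells and 0.495 with 93.6% for monocyte-like cells. Restricting monocyte-like cells to the 574 genes with at least a 2-fold difference between the parents moved that median most, to 0.343.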

Interestingly, the gene expression of some NZBWF1 cell types—for example, erythroid and neutrophils—fell precisely in between the two parent strains (Fig. 1B), suggesting that the phenotype of the NZBWF1 strain is contributed to equally by both parent strains. By assessing the expression of stereotypic cell cycle genes, the phase of the cell cycle was assigned to each cell in our dataset (Fig. 1C). 

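Phases were called with cyclone on 655 genes after each cell was thinned to 1000 UMIs, so that depth was equal, and 3 of the 36525 cells received no call. Over the 9 mice, 62.6 ± 5.18% of cells were called G1, 8.31 ± 0.832% S, and 29.1 ± 5.19% G2M (mean ± SD). Without thinning, the same means were 69.3%, 5.96%, and 24.7%.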

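In 2808 precursor-like cells, the calls were 64.3 ± 4.34% G1, 9.90 ± 1.26% S, and 25.8 ± 3.83% G2M over the 9 mice. Because such calls can reflect more than division, genes of dividing cells were read beside them. *Mki67* stood at 180.6 ± 25.5 CPM in precursor-like cells, at 18.5 ± 18.6 in T-cell-like cells, and at 30.2 ± 20.5 in plasma-cell-like cells of 8 mice. Of the other classes, only macrophage-like cells (40.6) had less than precursor-like cells. The rest had more, from 205.4 in neutrophil-like and 214.6 in stem-cell-like cells to 1114 in B-cell-like cells. *Top2a* stood at 264.7 in precursor-like cells, 21.9 in T-cell-like cells, and 2.57 in plasma-cell-like cells. Free RNA of dividing cells in the droplets can add to such counts and calls. The far lower levels in T-cell-like and plasma-cell-like cells argue against it as the main source of *Mki67* and *Top2a* in precursor-like cells. Its part in the phase calls stays open.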

As expected, intermediate cell types (e.g. granulocyte-monocyte progenitors) exhibited progression through the cell cycle. 

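The share of G1 cells was 62.0 ± 7.18% in NZB, 60.9 ± 4.50% in NZW, and 64.9 ± 4.77% in NZBWF1. For S the means were 7.38%, 9.02%, and 8.54%, and for G2M 30.6%, 30.1%, and 26.5%. Against the mean of the parents' logs, NZBWF1 differed by a log2 fold change of 0.08 (SE 0.0906) in G1, 0.06 (SE 0.0726) in S, and -0.19 (SE 0.172) in G2M, each with an adjusted p of 0.409 (edgeR quasi-likelihood on the cell numbers of the 9 mice). A block by replicate number, which was not adopted, gave -0.19 (SE 0.059, adjusted p = 0.0214) in G2M. With that block, G1 (adjusted p = 0.232) and S (0.41) did not pass (edgeR). Between NZB and NZW, the number of S cells differed by a log2 fold change of -0.29 (edgeR, adjusted p = 0.0242). This call was lost with cells not thinned (adjusted p = 0.183), with scores from lists of phase genes (0.413), and without NZW replicate 2 (0.0921), NZW replicate 3 (0.103), or NZBWF1 replicate 2 (0.051). Scores from lists of phase genes gave 0.19 in G1 and -0.24 in G2M (edgeR, adjusted p = 0.356 for both), and cells that were not thinned gave -0.03 in S (adjusted p = 0.827).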

There was no significant difference in the number of cells in each phase when compared amongst different strains (data not shown).

**Figure 1:**
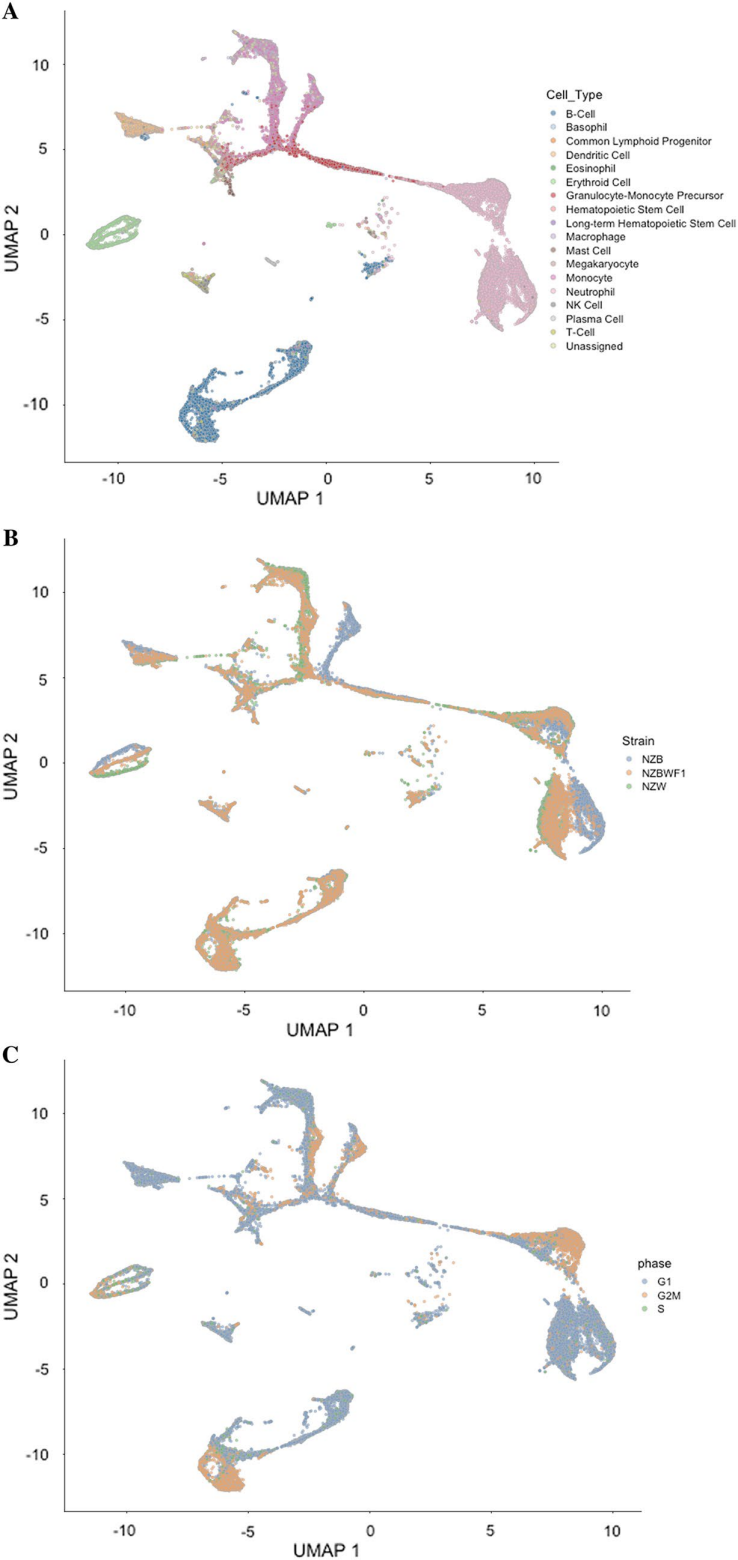
Dimensionality reduction of bone marrow cell gene expression. All plots are of the Uniform Manifold Approximation and Projection (UMAP). (**A**) Colored by assigned cell type. All three major hematopoietic lineages are present. (**B**) Colored by strain of origin for each cell. Note how the NZBWF1 cells often fall in between the NZW and NZB strains. (**C**) Colored by phase of the cell cycle. There is no significant difference in cell cycle phases between different strains.

Next, the identification of any particular cell type exhibiting differential abundance in the NZBWF1 strain as compared to the NZB or NZW strain was examined. As shown in Table 1, B-cells and plasma cells from NZBWF1 mice exhibited an approximate onefold increase in abundance, supporting the key role of auto-antibody production in the SLE-like phenotype of this strain. 

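B-cell-like cells took 4.86 ± 0.489% of the cells of an NZB mouse, 21.0 ± 3.90% in NZW, and 22.0 ± 6.42% in NZBWF1. These shares leave out an unnamed cluster of 1460 cells that scored highest for B cells. It took 2.64%, 5.20%, and 4.96% in the same order. Plasma-cell-like cells took 1.11 ± 0.192%, 0.191 ± 0.0378%, and 1.13 ± 0.571%. Against the mean of the parents' logs, the log2 fold change in abundance was 1.12 (SE 0.259, adjusted p = 0.0106) for B-cell-like and 1.31 (SE 0.332, adjusted p = 0.0118) for plasma-cell-like cells (edgeR quasi-likelihood on cell numbers, 14 groups of cells). The other classes and the unnamed cells lay between -0.57 (erythroid-like) and 0.92 (macrophage-like), with adjusted p of at least 0.129. Against single parents, B-cell-like cells differed from NZB (2.18, SE 0.323, adjusted p = 0.000164) but not from NZW (0.07, SE 0.307, adjusted p = 0.910). Plasma-cell-like cells differed from NZW (2.57, SE 0.431, adjusted p = 0.000667) but not from NZB (0.05, SE 0.375, adjusted p = 0.888). NZBWF1 replicate 3 had the highest share of both. Without NZBWF1 replicate 3, the abundance of B-cell-like cells rose by 0.91 (adjusted p = 0.108) and the abundance of plasma cell-like cells by 0.84 (adjusted p = 0.183). An exact permutation of the 9 mice on the shares gave p = 0.214 for each class over 84 splits. The paper offers the rise of both classes as support for autoantibodies having a key role in the SLE-like phenotype of NZBWF1.

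**Figure D1:**
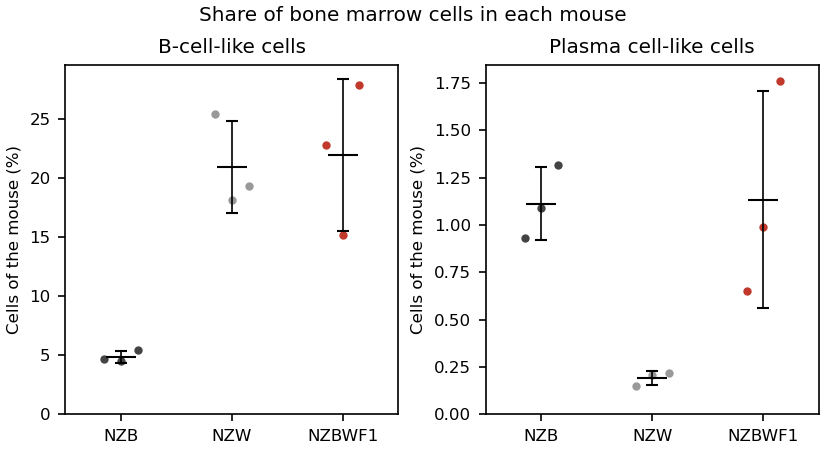
B-cell-like and plasma-cell-like cells as a percent of all cells of each mouse, by strain; points are mice, bars are means of 3 mice, and error bars are SDs. NZBWF1 lies with NZW for B-cell-like cells (22.0% and 21.0%) and with NZB for plasma-cell-like cells (1.13% and 1.11%).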

Given this finding, a sub-cluster analysis of this B-cell population was conducted in order to discern whether any particular B-cell subtype is enriched in the NZBWF1 strain. Based on unsupervised clustering, there were 14 subtypes of B-cells present in the dataset (Fig. 2A). 

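Clustering of the 6087 B-cell-like cells at resolution 1 also gave 14 sub-clusters here, with 223 to 849 cells each. A resolution of 0.5 gave 10, a resolution of 2 gave 21, and keeping the genes that differ between strains gave 17. Sub-cluster B1 (849 cells) was led by *Ms4a1*, B2 (792 cells) by *Dnajc7* and *Rag1*, and B13 (224 cells) by *Ighg1*. Sub-cluster B8 had a median of 6497 UMIs per cell, 355.2% of the median of the B-cell-like cells. Sub-cluster B11 had a median of 5744 UMIs (314.1%) and was led by *Pf4*, and B3 was led by *Hba-a1*, *Hbb-bs*, and *Hbb-bt*. Whether these hold doublets was not tested. All sub-clusters were kept, and no sub-cluster was given a cell type.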

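Cell numbers per sub-cluster and mouse were tested with edgeR against the mean of the parents' logs, with the B-cell-like cells of the mouse as the total. Of 14 sub-clusters, 0 had an adjusted p under 0.05, and 0 had an unadjusted p under 0.05. Log2 fold changes ran from -0.96 to 0.74, and the lowest adjusted p was 0.873. The lowest unadjusted p was 0.0921, for sub-cluster B13 (log2 fold change -0.96, SE 0.562), with 7.82% of the B-cell-like cells in NZB, 4.05% in NZW, and 2.86% in NZBWF1. An NZB mouse had 110 to 215 B-cell-like cells in all. Without NZB replicate 1, 2 sub-clusters had an unadjusted p under 0.05 and the lowest adjusted p was 0.167. Counts stayed at 0 at the resolutions of 0.5 and 2. No other tool was run on these counts.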

There was no significant difference in the abundance of any of these subtypes across strains (Fig. 2B). However, it is possible that the dataset may not be sufficiently powered to detect significant differences in these sub-populations. Similar to results for the entire dataset, NZBWF1 B-cells were not enriched in any given phase of the cell cycle when compared to the parent strains (data not shown).

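Of B-cell-like cells, 41.6 ± 11.0% in NZB, 53.5 ± 9.82% in NZW, and 52.9 ± 10.2% in NZBWF1 were called G1, and 49.1 ± 11.2%, 37.7 ± 9.13%, and 39.0 ± 10.7% were called G2M. The log2 fold changes against the mean of the parents' logs were 0.17 (SE 0.191) for G1, -0.16 (SE 0.124) for S, and -0.14 (SE 0.232) for G2M (edgeR, adjusted p of 0.555 for each). Without NZBWF1 replicate 1, the value for G2M in the B-cell-like class changed sign, to 0.06. A block by replicate number, which was not adopted, gave adjusted p of 0.0402 for G1, 0.262 for S, and 0.114 for G2M (edgeR).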

**Table 1:** Differential abundance of cell types across strains.

Cell type	logFC	logCPM	F	P value
B-cell	0.98817355	17.6832439	17.9897336	0.00122998
Plasma cell	1.27773038	14.113683	11.0312179	0.00703153
Mast cell	− 0.4652928	12.7808536	3.31124615	0.0946657
T-cell	0.68143326	14.6009994	3.2124122	0.10125933
Neutrophil	− 0.3182438	18.3413162	2.56346925	0.13619568
Erythroid cell	− 0.5468718	15.7460808	2.25148264	0.1622982
Granulocyte-monocyte precursor	− 0.4410333	15.4648248	1.82167637	0.2048745
Hematopoietic stem cell	0.35080046	12.5860995	1.75501409	0.2107284
Macrophage	0.19599014	15.1284366	0.66806655	0.43017882
Monocyte	− 0.1525407	16.8989742	0.34377706	0.56914649
Megakaryocyte	− 0.1586588	14.3942908	0.24953066	0.62748041
Unassigned	0.08894057	15.0939569	0.19374589	0.6678987
NK cell	0.1427398	14.3660814	0.18558034	0.67513879
Dendritic cell	0.05500362	16.0549614	0.07041496	0.79538582

**Figure 2:**
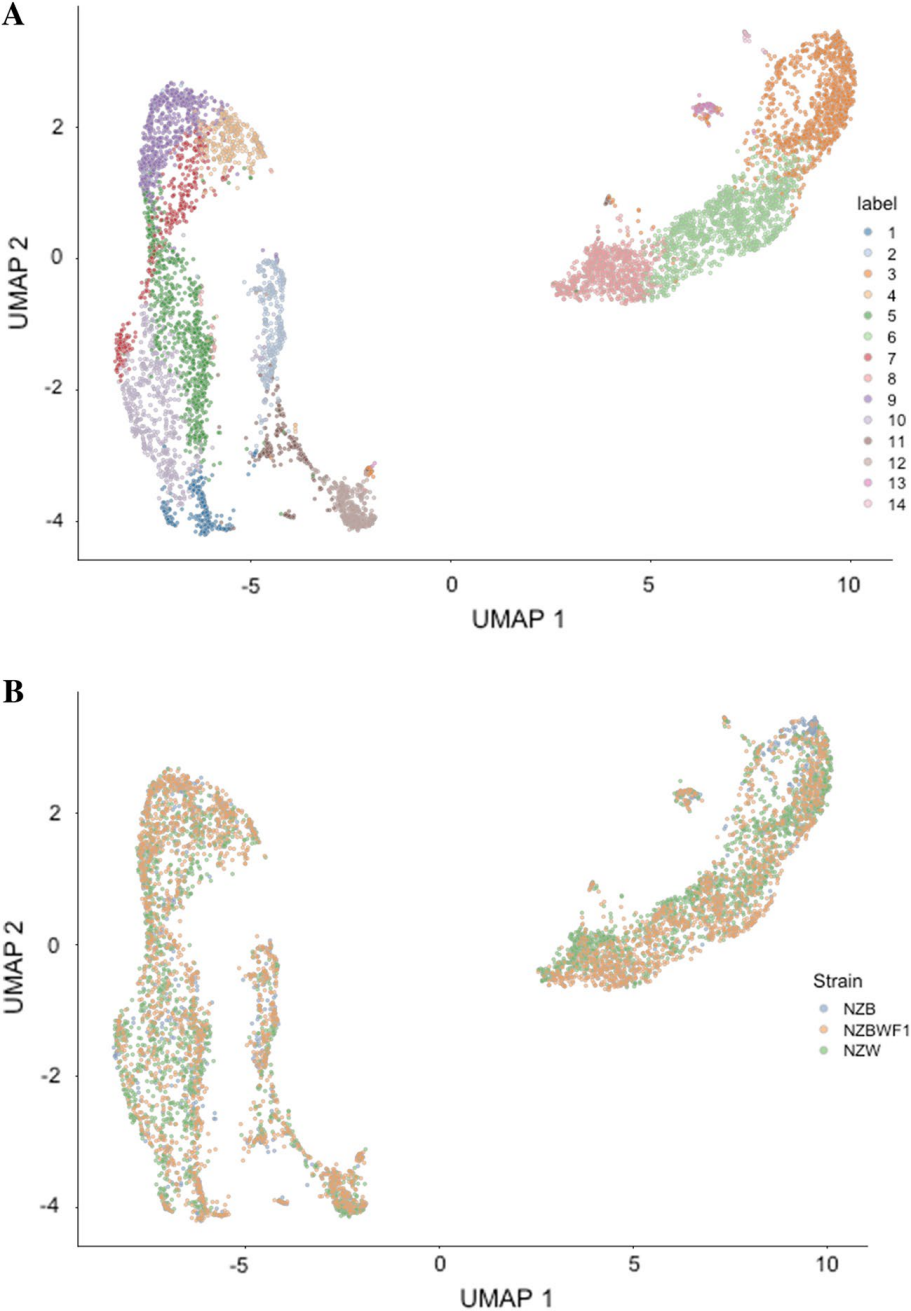
Dimensionality reduction of B-cells colored by cluster (**A**) and strain (**B**). There is no enrichment of any one cluster in the NZBWF1 strain as compared to the parent strains.

In order to assess gene expression, a pseudo-bulk analysis used to identify genes which were differentially expressed in the NZBWF1 as compared to NZB and NZW strains within each cell type. 

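UMIs were summed per class and mouse, and mice with fewer than 10 cells of a class were left out, which left 9 mice in 9 classes, 8 for plasma-cell-like and mast-cell- or basophil-like cells, and 7 for macrophage-like cells. Megakaryocyte-like cells were too few to test. Genes were filtered with filterByExpr, scaled by TMM, and tested by the edgeR quasi-likelihood method with the authors' coefficients of -0.5, 1, and -0.5 for NZB, NZBWF1, and NZW. This contrast sets NZBWF1 against the mean of the parents' logs, which is a geometric mean. The same fits gave NZBWF1 against each parent. As a further reference, an NZB and an NZW mouse were thinned to the same total and added, which gave 3 arithmetic mid-parent sums. Between 527 genes (mast-cell- or basophil-like) and 9426 genes (B-cell-like) were tested per class. In counts simulated for B-cell-like cells with 200 genes changed 2-fold, 199 were recovered, with 9 others called. The numbers were 191 and 12 for monocyte-like and 168 and 10 for plasma-cell-like cells.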

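Over 12 classes, 308 tests passed an adjusted p of 0.05 for NZBWF1 against the mean of the parents' logs, 247 higher and 61 lower. They were 0.125% (macrophage-like) to 1.58% (monocyte-like) of the genes tested in a class. Monocyte-like cells had 96 higher and 48 lower, and neutrophil-like cells 35 and 1. In the 9 classes with all 9 mice, 298 tests passed for that contrast, 2602 for NZBWF1 against NZB, 867 for NZBWF1 against NZW, and 6589 for NZB against NZW. The alternative that moved the total most was no filter beyond 1 count, with 483 higher and 178 lower. DESeq2 called 174 higher and 48 lower, 197 of them shared. Against the arithmetic mid-parent, which could be tested in 11 classes, 99 were called higher and 127 lower, of which 92 and 116 in monocyte-like cells. Single mice moved the monocyte-like count of 144 by more than 1.5 times: genes called in monocyte-like cells numbered 339 without NZB replicate 1, 52 without NZBWF1 replicate 2, and 44 without NZBWF1 replicate 3.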

Overall, very few genes were differentially expressed (Table 2). For example, in B-cells only 14 genes were significantly upregulated and only 3 were downregulated. Thus, the unique auto-immune phenotype of the NZBWF1 strain may be driven by relatively small alterations in gene expression as compared to its parent strains. 

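In B-cell-like cells, 19 of 9426 genes were called higher and 0 lower by edgeR, with 478 genes at an unadjusted p under 0.05. DESeq2 called 14 genes, 0 of them lower. The NZBWF1 mean of 19 of the 19 genes lay between the means of the parents. The fitted log2 difference between the parents had a median of 6.87 over these genes, regardless of sign. It is not read as a size, because a parent had 3 or fewer UMIs of genes such as *Ctse* (3 in NZB). Of the same 9426 genes, 36 were called against NZB, 80 against NZW, 235 between the parents, and 0 in the same direction against both. Against the arithmetic mid-parent, 0 of 8291 genes were called (edgeR), with 292 at an unadjusted p under 0.05. The genes called in B-cell-like cells fell to 4 when at least 10 counts were required in every mouse.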

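Of the 247 tests called higher, the NZBWF1 mean lay between the parents' means in 173. Against the arithmetic mid-parent, 245 of them were tested and 61 were called: 55 of 96 in monocyte-like cells and 6 of 149 in the other classes. Genes called in the same direction against both parents numbered 14 over 12 classes, 8 higher and 6 lower. In counts simulated with NZBWF1 midway between the parents at every gene, the contrast called a mean of 23.6 genes higher in B-cell-like cells, 38 in monocyte-like cells, and 5 in plasma-cell-like cells. The most genes called in the same direction against both parents in such a simulation were 1, 7, and 1 in the same order. Genes that differed between the parents averaged 796, 2990, and 102 in these simulations, above the 235, 2490, and 20 called in the data. The simulated numbers are therefore read as a guide only. The paper proceeds from the small number of called genes to small alterations of expression as a possible driver of the autoimmune phenotype.

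**Figure D2:**
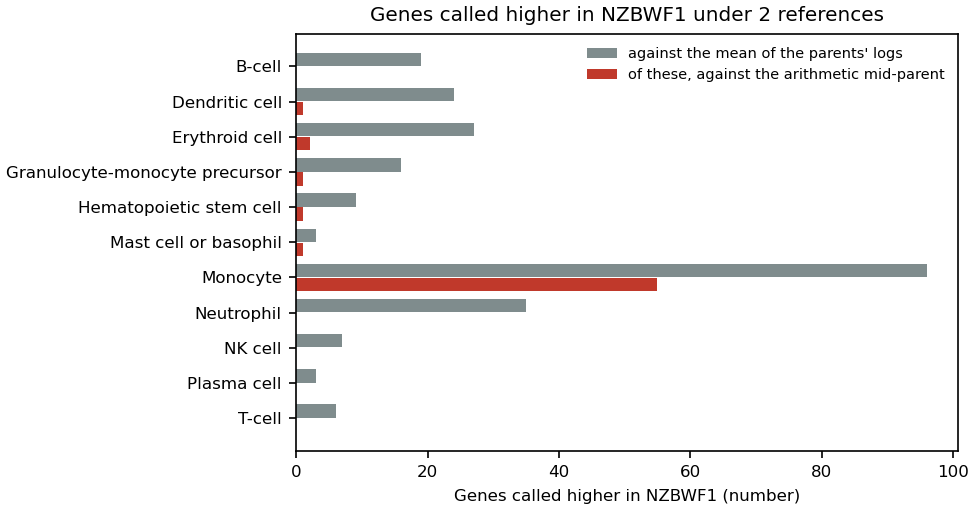
Genes called higher in NZBWF1 per class (horizontal axis, number of genes) against the mean of the parents' logs and, of these, against the arithmetic mid-parent; each bar is 1 test in 1 class. Monocyte-like cells keep 55 of 96 genes, and the other classes together keep 6 of 149.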

Given the relatively small number of genes differentially expressed, gene ontology and reactome analyses failed to identify any significant enrichment for gene ontology terms or reactome pathways, respectively.

**Table 2:** Number of differentially expressed genes across cell types.

	Downregulated	Not Significant	Upregulated	NA
B-cell	3	9674	14	21,362
Dendritic cell	2	6511	22	24,518
Erythroid cell	2	8421	25	22,605
Granulocyte-monocyte precursor	0	6900	14	24,139
Hematopoietic stem cell	0	770	2	30,281
Macrophage	0	5049	6	25,998
Mast cell	0	927	2	30,124
Megakaryocyte	0	4586	4	26,463
Monocyte	16	8886	45	22,106
Neutrophil	0	7930	24	23,099
NK cell	1	2567	5	28,480
Plasma cell	0	1410	5	29,638
T-cell	0	2024	3	29,026
Unassigned	1	5495	6	25,551

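The called tests covered 217 genes, 161 called higher and 58 called lower in at least 1 class. In at least 2 classes, 33 genes were called, and in at least 3 classes 14, which were *Ftl1*, *Ftl1-ps1*, *Tpm3-rs7*, *Ctse*, *Gm42031*, *Hist1h4i*, *Ifitm2*, *1700097N02Rik*, *BC023719*, *Htatip2*, *Ifi202b*, *Ly6c2*, *Guca1a*, and *Psme2b*. The 14 were called higher only, apart from *Ifitm2*, which was called lower in neutrophil-like cells. In at least 5 classes 10 genes were called, and in 12 of 12 classes 2, *Ftl1* and *Ftl1-ps1*.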

The specific genes which were differentially expressed were remarkably consistent across all cell types (Fig. 3, Table 3, and Supplementary Table 2). Among the most significant genes was *Ftl1* and *Ftl1-ps1*, encoding ferritin light polypeptide 1 and ferritin light polypeptide 1 pseudogene 1, respectively. 

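*Ftl1* was called higher in 12 of 12 classes against the mean of the parents' logs, with log2 fold changes of 1.20 to 1.90 in the 11 classes with more than 3 UMIs in each parent. *Ftl1-ps1* was called in 12 of 12 as well, with 2.34 to 2.97 in the 8 such classes. In B-cell-like cells, *Ftl1* had 1129 ± 96.3 CPM in NZB, 43.3 ± 6.71 in NZW, and 610.6 ± 63.8 in NZBWF1 (log2 fold change 1.47, SE 0.109, adjusted p = 3.5e-12). For *Ftl1-ps1* the means were 6.22 ± 3.27, 986.6 ± 104.1, and 486.5 ± 33.4 (log2 fold change 2.60, SE 0.180, adjusted p = 8.65e-13). Over the 12 classes, NZBWF1 lay between the parents for both genes. *Ftl1* was called lower than NZB in 10 classes and higher than NZW in 12, and *Ftl1-ps1* was called higher than NZB in 12 and lower than NZW in 11. The reference transcripts of both genes share 906 of 910 aligned bases (99.6%), and 497 of the last 500, so reads may be assigned to either gene. The sum of both genes in B-cell-like cells was 1135 ± 93.8, 1030.0 ± 100.7, and 1097 ± 97.0 CPM (log2 fold change 0.02, SE 0.104, adjusted p = 1.0). That sum was called in 0 of 12 classes by edgeR, with log2 fold changes of -0.20 to 0.32 and a lowest adjusted p of 0.827. DESeq2, run on the genes apart, called *Ftl1* in 11 classes and *Ftl1-ps1* in 10.

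**Figure D3:**
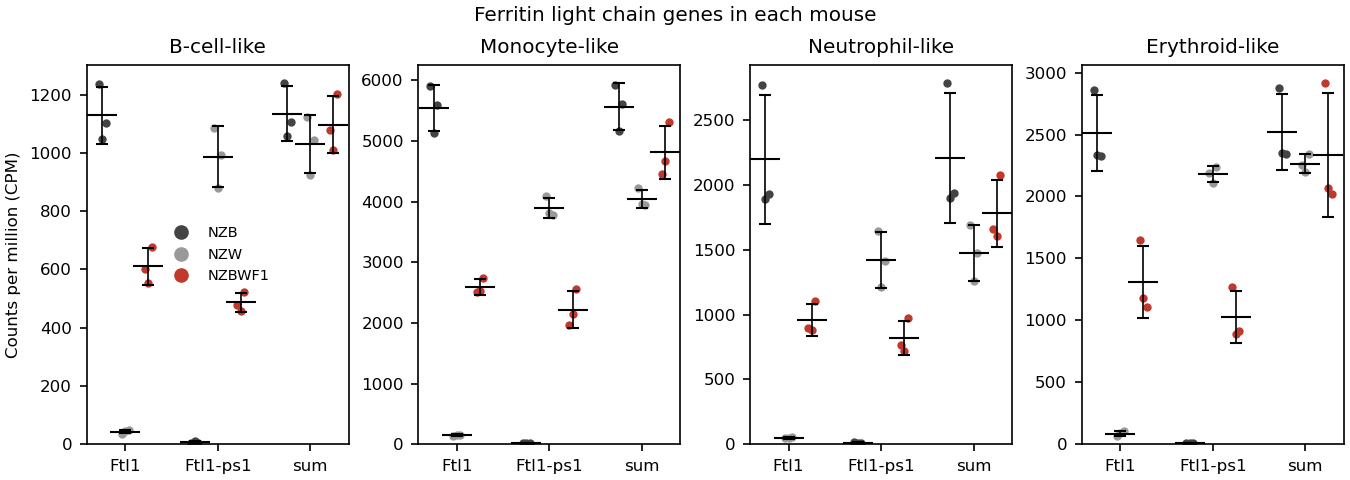
CPM of Ftl1, Ftl1-ps1, and their sum per mouse in B-cell-like, monocyte-like, neutrophil-like, and erythroid-like cells, by strain; points are mice, bars are means of 3 mice, and error bars are SDs. In B-cell-like cells, Ftl1 is low in NZW (43.3), Ftl1-ps1 is low in NZB (6.22), and the 3 sums lie between 1030.0 and 1135.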

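*Ifitm2* was called higher in 5 of 12 classes (B-cell-like, dendritic-cell-like, NK-cell-like, plasma-cell-like, and T-cell-like) and lower in neutrophil-like cells. In B-cell-like cells it had 76.8 CPM in NZB, 2044 in NZW, and 957.5 in NZBWF1 (log2 fold change 1.27, SE 0.135, adjusted p = 1.18e-07). In neutrophil-like cells the means were 928.9, 472.4, and 401.1 (log2 fold change -0.72, SE 0.125, adjusted p = 0.0054, or 0.0799 without NZBWF1 replicate 3). *Ifitm2* in T-cell-like cells, where NZB had 2 UMIs, was not called under cell classes by marker score (adjusted p = 0.666), against a range of 2.29e-23 to 0.666 over 18 alternatives. *Apobec3* was called in 2 of 10 classes, B-cell-like (0.94, adjusted p = 4.78e-06) and dendritic-cell-like (0.89, adjusted p = 7.02e-07). *Ifi202b* was called in 4 of 5 classes. In monocyte-like cells it had 2172 UMIs in NZB, 0 in NZW, and 910 in NZBWF1, so only a lower bound could be had for its rise over NZW, and *Ifi202b* has close copies in the reference that were not resolved. Against NZB alone, *Apobec3* was called lower in 5 classes and *Ifi202b* in 4, whereas *Ifitm2* was called higher in 9. The directions were opposite against NZW alone, with *Apobec3* called higher in 8 classes, *Ifi202b* higher in 4, and *Ifitm2* lower in 7. Against the arithmetic mid-parent, 0 classes called any of the 3 genes higher.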

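A list of 73 interferon-stimulated genes, written before the counts were examined, was tested per class with fry of limma. In monocyte-like cells, 67 of them were tested, with a median log2 fold change of 0.37 and a mean of 0.57 against the mean of the parents' logs (limma fry, adjusted p = 0.131 over 12 classes). Of these, 17 were called higher and 0 lower, compared with 32 higher and 0 lower adjusted over the list alone. Against NZB the median in monocyte-like cells was 0.68 (limma fry, adjusted p = 0.0169), and against NZW it was 0.04 (limma fry, adjusted p = 0.819). The list was called in 0 of 12 classes by fry, with an unadjusted p under 0.05 in 2, and in 2 classes by camera, up in monocyte-like cells (adjusted p = 3.37e-22) and down in stem-cell-like cells (adjusted p = 8.64e-05). Neither camera call holds under fry. In B-cell-like cells the median was -0.03 and the mean 0.06, and the direction given by limma fry was up (adjusted p = 0.53), with 4 genes called higher. Without the Ifi200 and Ifitm clusters and *Apobec3*, the direction was down in B-cell-like cells (mean -0.078, limma fry, adjusted p = 0.802) with 0 genes called, and 12 of 55 genes were called higher in monocyte-like cells (limma fry, adjusted p = 0.101).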

Additional genes which exhibited consistent upregulation across multiple cell types were *Ifitm2*, *Apobec3*, and *Ifi202b*, all genes which are regulated by the interferon pathway. *Ctse*, the gene encoding Cathepsin E, a protein involved in MHC class II antigen presentation, was also consistently upregulated.

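*Ctse* was called higher in 6 of 9 classes, with log2 fold changes of 1.05 to 1.79 in the 4 of these with more than 3 UMIs in each parent. In neutrophil-like cells it had 5.52 ± 0.618 CPM in NZB, 127.6 ± 14.3 in NZW, and 73.9 ± 11.9 in NZBWF1 (log2 fold change 1.45, SE 0.135, adjusted p = 1.59e-06). The NZBWF1 mean lay between the parents' means in 9 of 9 classes. Against NZB it was called higher in 6 classes, and against NZW lower in 5. DESeq2 called 3 of 9 classes, the fits without NZB replicate 2 or without NZBWF1 replicate 2 also called 3, and the contrast with the arithmetic mid-parent called 0 (edgeR).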

**Figure 3:**
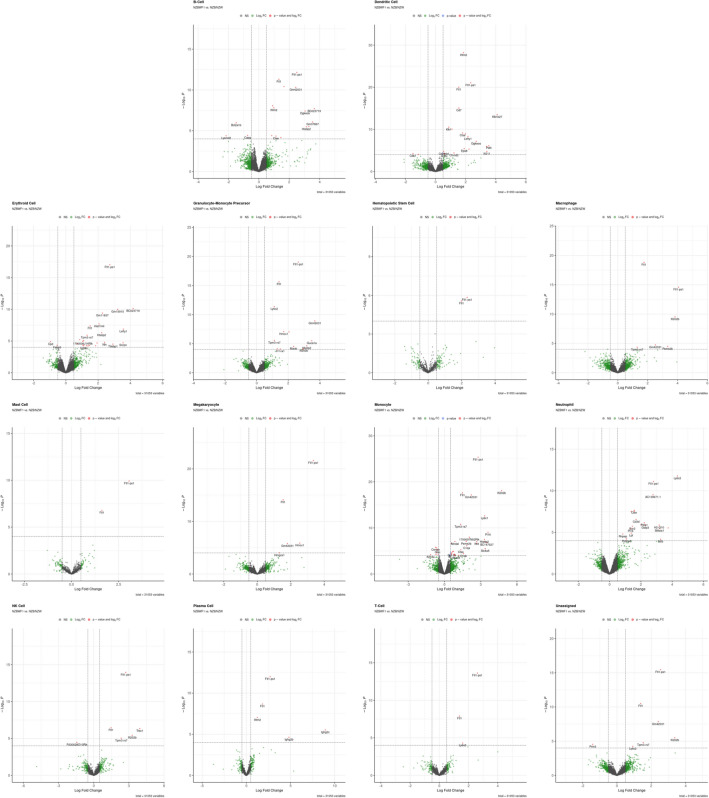
Volcano plots for each cell type.

**Table 3:** Top differentially expressed genes for each cell type as depicted in Fig. 3.

Cell type	Gene	logFC	P value	FDR
B-cell	Ftl1-ps1	2.50174162	7.07E−13	6.86E−09
	Ftl1	1.32126704	4.86E−12	2.35E−08
	Gm42031	2.4329193	4.81E−11	1.17E−07
	Tpm3-rs7	1.65835559	3.80E−11	1.17E−07
	Apobec3	0.91044418	8.94E−09	1.73E−05
Dendritic cell	Ifitm2	1.85651713	6.29E−29	4.11E−25
	Ftl1-ps1	2.33121597	8.69E−22	2.84E−18
	Ftl1	1.53974644	9.65E−21	2.10E−17
	Cd7	1.54503052	8.59E−16	1.40E−12
	Klk1b27	4.08987062	2.93E−14	3.83E−11
Erythroid cell	Ftl1-ps1	2.72595882	9.11E−18	7.69E−14
	Gm15915	3.21054274	9.91E−11	2.79E−07
	BC023719	4.17275982	7.45E−11	2.79E−07
	Gm11837	2.26635837	3.85E−10	8.14E−07
	Hist1h4i	2.06363105	1.95E−08	3.29E−05
Granulocyte-monocyte precursor	Ftl1-ps1	2.63673211	9.33E−20	6.45E−16
	Ftl1	1.41551313	2.22E−16	7.67E−13
	Ly6c2	1.11070042	4.23E−12	9.74E−09
	Gm42031	3.68043299	1.26E−09	2.17E−06
	Hmox1	1.70928675	8.60E−08	0.00011017
Hematopoietic stem cell	Ftl1	1.98368353	2.70E−06	0.00104082
	Ftl1-ps1	2.32695056	1.45E−06	0.00104082
Macrophage	Ftl1	1.75021657	1.53E−19	7.74E−16
	Ftl1-ps1	4.06719941	2.59E−15	6.56E−12
	Ifi202b	3.83046466	3.01E−10	5.07E−07
	Gm42031	2.52142643	1.81E−05	0.02281615
	Psme2b	3.3391237	3.31E−05	0.03350592
Mast cell	Ftl1-ps1	3.05990462	1.22E−10	1.13E−07
	Ftl1	1.6133699	1.65E−07	7.66E−05
Megakaryocyte	Ftl1-ps1	3.354989	2.69E−22	1.23E−18
	Ftl1	1.54781558	7.85E−15	1.80E−11
	Hmox1	2.53794703	1.33E−06	0.00189498
	Gm42031	1.8046175	1.65E−06	0.00189498
Monocyte	Ftl1-ps1	2.78859068	4.67E−26	4.18E−22
	Ifi202b	4.72648063	8.41E−19	3.76E−15
	Ftl1	1.48626521	2.47E−18	7.37E−15
	Gm42031	2.22773198	7.12E−18	1.59E−14
	Ly6c1	3.32351574	2.51E−13	4.49E−10
Neutrophil	Ly6c2	4.33353168	1.60E−12	1.27E−08
	Ftl1-ps1	2.80701994	7.69E−12	3.06E−08
	AC139671.1	2.77693183	3.03E−10	8.02E−07
	Ctse	1.56917145	2.23E−08	3.99E−05
	Ftl1	1.5759339	2.90E−08	3.99E−05
NK cell	Ftl1-ps1	2.73386052	1.11E−14	2.85E−11
	Trbc1	3.92664566	4.52E−07	0.00038791
	Ftl1	1.47947574	3.58E−07	0.00038791
	Ifi202b	3.2806935	3.72E−06	0.00239273
	Tpm3-rs7	2.34843827	9.22E−06	0.00474277
Plasma cell	Ftl1-ps1	2.6977062	9.79E−13	1.39E−09
	Ftl1	1.82543793	2.12E−09	1.50E−06
	Ifitm2	1.24298817	9.23E−08	4.35E−05
	Ighg2c	8.93073673	2.95E−06	0.00104291
	Ighg2b	4.82008471	2.36E−05	0.00666655
T-cell	Ftl1-ps1	2.60830889	2.32E−14	4.70E−11
	Ftl1	1.37918593	1.27E−08	1.29E−05
	Ly6c2	1.59713348	4.96E−05	0.03351994

The top 5 most significant genes are listed. For cell types with less than 5 significant genes, only those genes of statistical significance are shown.

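*Tpm3-rs7* was called higher in 9 of 10 classes against the mean of the parents' logs, with log2 fold changes of 1.11 to 1.65 in the 7 with more than 3 UMIs in each parent. In B-cell-like cells it had 167.9 ± 21.8 CPM in NZB, 5.83 ± 1.48 in NZW, and 93.6 ± 7.37 in NZBWF1 (1.58, SE 0.148, adjusted p = 2.44e-09). It is a gene of 1 exon on chromosome 14 whose reference transcript shares 99.1% of 2108 aligned bases with a transcript of *Tpm3* on chromosome 3. The sum of *Tpm3* and *Tpm3-rs7*, an alternative added after the data were seen, was called in 0 of 12 classes (edgeR; -0.22 to 0.43, lowest adjusted p 0.333). *Htatip2* was called in 5 of 6 classes. In monocyte-like cells it had 255 UMIs in NZB, 0 in NZW, and 104 in NZBWF1. *Gm42031* was called in 6 of 8 classes, with 470.8 CPM in NZB, 3.89 in NZW, and 213.6 in NZBWF1 in B-cell-like cells. For the 3 genes, NZBWF1 lay between the parents in every class tested, and 0 classes were called higher against the arithmetic mid-parent.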

Several genes of cryptic functional significance were similarly upregulated including *Tpm3-rs7*, *Htatip2*, and *Gm42031*. *Tpm3-rs7* (tropomyosin-related sequence 7) is a heretofore uncharacterized protein with putative actin filament binding. *Gm42031* is an uncharacterized locus (postulated to be a lncRNA) whose downregulation in macrophages has been previously linked to neuroinflammation^32^. However, the dataset of this highly inflammation-prone strain shows that it is upregulated. 

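In dendritic-cell-like cells, *Gm42031* had 333.2 ± 35.5 CPM in NZB, 4.04 ± 4.96 in NZW, and 201.5 ± 10.0 in NZBWF1. The log2 fold change was 2.45 (SE 0.210, adjusted p = 6.03e-11) against the mean of the parents' logs, 5.62 (adjusted p = 5.82e-17) against NZW, and -0.72 (adjusted p = 0.00061) against NZB. It was called higher than NZW in 7 of 8 classes and lower than NZB in 7 of 8. Macrophage-like cells had too few counts of the gene to be tested. In the reference, Gm42031 is a long intergenic non-coding RNA of 2 exons on chromosome 8.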

*Htatip2* is an oxidoreductase with a role in nuclear import signaling. There were no genes which exhibited consistent downregulation across all cell types.

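Of the 58 genes called lower in at least 1 class, 3 were called lower in at least 2 classes and 0 in 3 or more (edgeR). Monocyte-like cells held 48 of the 61 tests called lower. DESeq2 called 48 lower over the 12 classes.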

Some genes were selectively altered in only specific cell types. For example, *Ly6c2* expression was upregulated across myeloid cell types. 

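*Ly6c2* was called higher in 4 of 10 classes: monocyte-like, neutrophil-like, precursor-like, and T-cell-like cells. In monocyte-like cells it had 287.2 ± 6.96 CPM in NZB, 2177 ± 123.8 in NZW, and 1210.0 ± 107.6 in NZBWF1 (log2 fold change 0.62, SE 0.0786, adjusted p = 3.58e-06). In neutrophil-like cells the means were 0.742, 631.3, and 297.9 (3.83, SE 0.184, adjusted p = 4.31e-11), and in precursor-like cells 44.0, 1153, and 526.2 (1.26, adjusted p = 6.17e-12). Dendritic-cell-like cells (0.17, adjusted p = 0.840) were not called, nor were macrophage-like cells, where NZB had 0 UMIs (adjusted p = 0.854). In T-cell-like cells, NZB had 0 UMIs, NZW 97, and NZBWF1 139. Relative to the total UMIs of the strain, NZW had 363.3 CPM and NZBWF1 275.9. *Ly6c2* was called lower than NZW in 5 classes and higher than NZB in 6. *Ly6c1* is a close copy, and reads shared between both genes were not resolved.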

Monocytes over-expressed several complement genes namely, *C1qa* and *C1qb*. 

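In monocyte-like cells, *C1qa* had 9.43 ± 3.04 CPM in NZB, 5.37 ± 3.43 in NZW, and 22.4 ± 5.43 in NZBWF1 (log2 fold change 1.69, SE 0.288, adjusted p = 0.00138). It was higher in 3 of 3 NZBWF1 mice than in every parental mouse, and called against NZB (1.30, adjusted p = 0.00601) and against NZW (2.07, adjusted p = 0.00101). Over 19 alternatives the adjusted p ran from 1.68e-08 to 0.292, with 17 called. *C1qa* was not called without NZBWF1 replicate 3 (1.48, adjusted p = 0.0504) or with unnamed clusters joined to their best class, which was added after the data were seen (1.10, adjusted p = 0.292). The means of *C1qb* were 8.02 ± 4.50, 5.48 ± 4.26, and 15.8 ± 2.59 (1.34, SE 0.367, adjusted p = 0.0776), and 5 of 19 alternatives called it, with a range of 0.000383 to 0.634. Leaving out a parental mouse called *C1qb* in 2 cases, without NZB replicate 1 (1.57, adjusted p = 0.00391) and without NZW replicate 1 (1.63, adjusted p = 0.0193). A UMI of *C1qa* was found in 1.66% to 2.73% of the monocyte-like cells of an NZB mouse, 0.227% to 0.956% in NZW, and 2.94% to 3.89% in NZBWF1, with median depths of 1686 to 3628.5 UMIs. In B-cell-like cells, which should lack it, the shares were 0.00% to 1.18%, 0.388% to 0.899%, and 0.355% to 0.755%, with median depths of 1459 to 2025 UMIs, so the share in NZW monocyte-like cells is read as background. Of 11 macrophage markers, 6 were tested in monocyte-like cells and 6 had log2 fold changes above 0, with a median of 1.01.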

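In dendritic-cell-like cells, *Klk1* had 2590.0 ± 118.9 CPM in NZB, 55.9 ± 22.7 in NZW, and 761.0 ± 136.0 in NZBWF1. Against the mean of the parents' logs, the log2 fold change was 1.02 (SE 0.131, adjusted p = 4.44e-05). Against NZB it was -1.78 (adjusted p = 9.14e-10), against NZW 3.81 (adjusted p = 1.98e-13), and against the arithmetic mid-parent *Klk1* changed sign, to -0.79 (adjusted p = 0.000504). Over 20 alternatives with the same reference, 18 called it higher, with adjusted p from 8.71e-19 to 0.955. *Klk1* was not called without NZBWF1 replicate 1 (0.95, adjusted p = 0.0955) or with a minimum of 2000 UMIs and 1000 genes (1.51, adjusted p = 0.955). Reads shared with other kallikrein genes were not tested.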

Dendritic cells over-expressed *Klk1* (kallikrein). 

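T-cell-like cells numbered 766 of 36525 (2.10%), with 48 to 140 per mouse. They took 2.73 ± 1.66% of the cells of an NZB mouse, 1.39 ± 0.309% in NZW, and 3.195 ± 2.19% in NZBWF1 (log2 fold change in abundance 0.70, SE 0.455, adjusted p = 0.408, edgeR). Without NZBWF1 replicate 1 the log2 fold change was 0.024, and without NZBWF1 replicate 2 it was 1.05. Their UMIs summed to 64344 to 208864 per mouse, which left 1791 genes for testing. Of these, 6 were called higher and 0 lower (edgeR), with 88 at an unadjusted p under 0.05. DESeq2 called 5 genes.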

As expected, there were very few T cells in the bone marrow; thus, the lymphoid lineage was unable to be assessed as a whole. 

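In B-cell-like cells, *Bcl2a1b* had 20 UMIs in NZB, 22 in NZW, and 34 in NZBWF1, or 21.8 ± 20.2, 3.15 ± 0.845, and 4.85 ± 1.10 CPM. The log2 fold change against the mean of the parents' logs was -0.67 (SE 0.420, adjusted p = 0.945), against NZB -1.96 (adjusted p = 0.118), and against NZW 0.61 (adjusted p = 0.958). Leaving out a mouse moved the first from -0.27 (without NZB replicate 1) to -0.93 (without NZB replicate 2). Cell classes by marker score gave -1.28 (adjusted p = 0.0379). The B-cell-like class leaves out an unnamed cluster of 1460 cells that scored highest for B cells. Joining unnamed clusters to their best class, an alternative added after the data were seen, gave -1.32 (adjusted p = 0.00427) for *Bcl2a1b*. Over 19 alternatives, 2 called it, with adjusted p from 0.00427 to 1.0. Reads shared with other members of the *Bcl2a1* family were not resolved.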

Regarding B-cells, *Bcl2a1b*, an anti-apoptotic protein, was significantly downregulated in B-cells, suggesting that pro-survival signals may bypass immune checkpoints within the NZBWF1 mice. 

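Plasma-cell-like cells were tested in 8 mice, since NZW replicate 1 had 6 of them. *Ighg2b* had 0 UMIs in NZB, 66 in NZW, and 362 in NZBWF1, and was not called against the mean of the parents' logs (edgeR, adjusted p = 0.898), against NZB (0.694), or against NZW (log2 fold change -0.49, adjusted p = 0.970). *Ighg2c* had 0 of 908467 UMIs in NZB (115 cells), 0 of 176610 in NZW (20 cells), and 2519 of 1760480 in NZBWF1 (159 cells). The NZW mouse left out of the test had 3 UMIs of *Ighg2c* in 1 of its 6 cells. With a floor of 3 UMIs over a strain, its log2 fold change against the mean of the parents' logs was at least 7.58. Of the 159 NZBWF1 cells, 5 held at least 1 UMI of *Ighg2c*, and 4 held at least 10. For *Ighg2c* edgeR gave an adjusted p of 0.437, and 4 of 18 alternatives called it, among them DESeq2 (adjusted p = 4.75e-24), over a range of 3.25e-134 to 0.774. Reads shared between the immunoglobulin constant region genes, or an allele that differs from the reference, were not examined.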

Plasma cells over-expressed *Ighg2b* and *Ighg2c*, further underscoring the central role of antibody production in the SLE-like phenotype.

## Discussion

SLE is a multifactorial syndrome which involves a complex interaction of genetic susceptibility and environmental factors/exposures. By conducting single cell RNA sequencing on the bone marrow of the SLE-prone NZBWF1 mouse strain and contrasting it to its two parent strains, neither of which develop overt autoimmunity to the degree of their progeny, this study sought to unravel immune factors which contribute to this syndrome. Importantly, this analysis was conducted prior to the development of the disease phenotype, allowing for the identification of potential predisposing factors which contribute to later autoimmunity.

First, the results showed enrichment of B cells and plasma cells in the bone marrow of NZBWF1 mice. These B cells expressed genes associated with activation and inflammation while the associated plasma cells exhibited upregulation of immunoglobulin G heavy chain. Taken together, these results underscore the central role of B cell activation and antibody production to the autoimmune phenotype of NZBWF1^33,34^. A prior single cell RNA sequencing study of human peripheral blood in SLE^35^ similarly identified alterations in B cells, noting enrichment of particular subpopulations of memory and activated B cells within the peripheral blood of SLE patients.

The interferon pathway is a well-known mediator of SLE in both mouse models^36^ and humans^37–39^. The finding of interferon activation further supports a key role for this pathway in the NZBWF1 and validates its use as a small animal model of SLE. The same study cited above^35^ also identified upregulation of the interferon pathway as of particular importance across a variety of cell types, including T-cells, monocytes, and dendritic cells in patients with SLE.

Of particular importance, our data showed marked upregulation of the ferritin light chain across all cell types in NZBWF1 mice relative to parental controls. Prior quantitative trait loci mapping identified a QTL associated with the SLE-like phenotype encompassing the *Ftl1* locus on chromosome 7^6,8^. Playing a central role in iron uptake and storage^40^, the ferritin light chain is also a well-known acute phase reactant with important immune signaling actions^41^. Indeed, the ferritin light chain has been shown to be the primary circulating form of ferritin and mediates many of its immune functions^42^. Canonically, monocytes are the primary source of ferritin light chains in this context. Indeed, in the setting of autoimmunity, high levels of circulating ferritin are associated with the macrophage activation syndrome^43,44^. Thus, the marked upregulation across all cell types in this dataset is notable and represents a potentially novel avenue of scientific and therapeutic investigation. Whether ferritin upregulation is a cause of underlying NZBWF1 autoimmune predisposition remains to be elucidated.

Several genes of enigmatic function were also identified, suggesting potentially interesting areas of further study. *Gm42031* was previously identified in a study of microglial activation. In that study, Wilson et al. identified its downregulation to be associated with neuro-inflammation^32^. Thus, the current finding of marked upregulation in the NZBWF1 strain in the context of inflammation is intriguing. Further characterization of *Gm42031* and its functional impact on immune regulation may be a novel area of investigation.

To our knowledge, this is the first study to leverage single cell RNA sequencing in examining the bone marrow of the NZBWF1 mouse strain. Prior studies in this model have examined single cell transcriptomics in the kidney and lung of affected mice later in the disease course^45,46^. There, the author’s identified extensive immune cell infiltration and activation, consisting of nearly all major immune cell types. Thus, our study uniquely examines the developmental milieu of these immune cells at an early time point, prior to the development of overt autoimmunity.

Our study has several limitations. First, we examined only a single time point. It is possible earlier time points would have identified more proximate genetic contributors to autoimmune predisposition in the NZBWF1 strain. Similarly, given this cross-sectional design, we cannot establish whether the observed gene expression changes cause autoimmunity. Future studies could examine longitudinal gene expression changes to more comprehensively chart the genetic and transcriptomic landscape of autoimmune development in the NZBWF1. Furthermore, targeted perturbations of the candidate pathways (e.g. ferritin light chain) could provide more insight into their causal role and establish therapeutic candidacy.

Taken together, the current data represent an atlas of hematopoietic phenotype early in the course of disease development of the NZBWF1 mouse. The data are not only consistent with the B cell activation and interferon signaling expected of SLE, but also identify several novel areas of interest, most notably, the ferritin light chain signaling axis. Data sets such as the one from this study may be useful for gaining a better understanding of this devastating disease leading to better therapeutic approaches.

## Supplementary Information

Supplementary Information 1.

Supplementary Table 1.

Supplementary Table 2.

Supplementary Figure 1A.

Supplementary Figure 1B.

Supplementary Figure 1C.

Supplementary Figure 2A.

Supplementary Figure 2B.

Supplementary Figure 2C.

## Data Availability

Raw data has been deposited in the NCBI-GEO under accession number GSE174728 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE174728). Code for data analysis is available in GitHub (https://github.com/styounes/SLE_scRNAseq).

# Supplementary material for: Single cell RNA sequencing reveals ferritin as a key mediator of autoimmune pre-disposition in a mouse model of systemic lupus erythematosus
**Source:** Sci Rep. 2021 Dec 20;11:24245. doi: 10.1038/s41598-021-03649-2
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Supplementary Figure and Table Legends**

**Supplementary Figure 1**. Quality control metrics. (A) Total number of UMI’s detected, number of unique genes detected, and the percentage of mitochondrial genes per cell for each cell from each mouse. The discard metric was applied to any cell not meeting one of any given quality control metric (see text for details). NZB = New Zealand Black, NZW = New Zealand White, SLE = New Zealand Black-White F1. (B) Total library size (sum) vs mitochondrial percentage. There are no cells with high library sizes (i.e. high quality cells) with similarly high mitochondrial gene content. This ensures that the mitochondrial percent cutoff does not inadvertently remove metabolically active cells. (C). Volcano plot depicting kept and discarded genes. The plot shows that no given gene group is enriched (each dot) in discarded cells.

**Supplementary Figure 2**. Subclustering analysis of B-Cells. (A) Graph of B-Cell subclusters. Each node is labeled with its respective cluster number. The width of the edges represents the weight (i.e. similarity) between each node. Overall, the edges are relatively thin, indicating good clustering results (i.e. dissimilarity between different clusters). (B) Subclustering re-assignment probability based on bootstrapping technique. The graph shows that each subcluster is remarkably stable (i.e. low probability of reassigning cells with displacement of gene counts). (C) Subclustering stability based on a modularity approach. Once again, clusters exhibit relative stability (low inter-cluster modularity scores).

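The marker lists of Supplementary Table 1 held 1 gene (plasma cells) to 10 genes (long-term hematopoietic stem cells) per cell type that were found in the counts. Scored per cell among its top 750 genes, with a threshold for each of 17 cell types, the lists gave the same class as the named clusters for 83.5% of the cells. By class, the same name was given to 99.7% of neutrophil-like, 94.7% of B-cell-like, 74.7% of monocyte-like, 30.8% of T-cell-like, 16.3% of stem-cell-like, and 12.0% of macrophage-like cells.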

**Supplementary Table 1.** List of genes used to assign cell types.

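Each sheet of Supplementary Table 2 gives, for 1 cell type, the gene, its log2 fold change against the mean of the parents' logs, its test statistic, its p, and its false discovery rate. Only the first part of the sheets for B-cells, dendritic cells, erythroid cells, and granulocyte-monocyte precursors could be used here, so it was read for single genes and not compared as a whole. In that part, the paper lists *Csrp3* (1.64, false discovery rate 0.291) and *Mex3a* (1.43, false discovery rate 0.0551) for erythroid cells.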

**Supplementary Table 2.**  Table of all differentially expressed genes in each cell type.

How the deposited data were processed for this re-analysis (not part of the article)

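Single cell RNA sequencing of bone marrow was available for 9 female mice, 3 each of NZB, NZW, and NZBWF1, as 1 library per mouse. The authors made the deposited values with Cell Ranger 3.1: reads were counted per gene and barcode, and the 9 libraries were merged into a filtered and an unfiltered matrix of UMI counts over 31053 genes. The values are whole counts without normalization per cell or per gene. Whether the merging thinned libraries to equal depth is not given in the sources used here, and neither is the genome build or annotation. The gene identifiers were compared with GENCODE vM21, which holds 30934 of the 31053 (99.6%), and 71 gene names stand for more than 1 identifier. The number after each barcode was taken as the line of the deposited list of merged libraries, which is how Cell Ranger numbers merged barcodes; the sources do not state it. Columns without a mapped mouse numbered 0.

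Barcodes were kept with at least 1000 UMIs, at least 500 genes, and at most 10% UMIs of 13 mitochondrial genes. Doublets were scored per mouse with an own implementation of the Scrublet procedure. They were simulated from pairs of cells in unlike clusters at a resolution of 0.2, and the cells with the highest scores were removed, 0.8% per 1000 barcodes. The pair rule was set after the clusters were seen. For clustering, 20% of the genes were taken as highly variable (1448 genes), with 30 principal components, 15 neighbours, and Leiden resolution 2. The classes of a first round of clusters were used to find 786 genes that differed more than 2-fold between 2 strains in a class, without overlap of the mice. These were left out of the final round, 272 of them variable in the first. Each cluster was scored for each class by the mean log2 fold of its most raised markers against all other cells, and took the class with the highest score. Clusters in which a second class scored above 2 were clustered once more on their own. A cluster stayed unnamed with fewer than 3 markers of its class raised more than 2-fold, with more markers of another class among its top 10 genes by fold, with a tie there and a second score above 2, or with low depth and no marker among those genes. The splitting, the rule for ties, and the score of 2 were set after the clusters were seen. The largest unnamed cluster held 1460 cells and was led by *Fcmr*, *Ms4a1*, and *Ighd*. It took 2.64% of the cells in NZB, 5.20% in NZW, and 4.96% in NZBWF1. The list of markers joins those of Supplementary Table 1 with added genes. Classes are written with the ending "-like", since no protein was measured.

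Free RNA was estimated per mouse from barcodes with fewer than 100 UMIs. It came to 0.57% to 1.78% of the median UMIs of a cell, and in 1 alternative the expected counts were subtracted. Cell numbers per class were tested with the edgeR quasi-likelihood method, with all cells of the mouse as the total and no dispersion trend. Phases were called with cyclone (28492 gene pairs) on cells thinned to 1000 UMIs and tested in the same way. UMIs summed per class and mouse were tested with edgeR (TMM, filterByExpr, robust quasi-likelihood) with the coefficients -0.5, 1, and -0.5. The Benjamini-Hochberg correction was made within each class, with a threshold of 0.05. Mice with fewer than 10 cells of a class were left out. Standard errors are the log2 fold change divided by the square root of F. Where a gene had 3 or fewer UMIs in a parent, its fitted log2 fold change is not read as a size, and a lower bound from a floor of 3 UMIs over the strain was compared with the paper's value.

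The genes named in the text were fixed by rule before the data were examined, although the values in the paper's tables had been seen. They are the genes that the results name, in their class or in every class, the genes of Table 3, and *Fth1*, *Tfrc*, and *Hmox1* as partners of ferritin. Added to them are the 3 genes of smallest p per class that are called in the same direction against both parents, and genes called in at least 6 of the 12 classes. The samples, the tests, and a list of 45 alternatives were fixed at that point as well. A list of 73 interferon-stimulated genes was tested with fry, with camera as the alternative. Shares between strains were compared by exact permutation of the mice.

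Alternatives covered the quality limits, the removal of doublets, the clusters and classes, the tool, the filter on low counts, the reference of the comparison, the subtraction of free RNA, a replicate block, and leaving out each mouse. Cell classes by marker score were one of them, scored among the top 750 genes of a cell. Added after the data were seen were doublets from pairs of all cells, unnamed clusters joined to their best class, DESeq2, the block and leaving out mice for the comparisons with each parent and the mid-parent, further settings for the named genes, the sum of *Tpm3* and *Tpm3-rs7*, barcodes with B-cell markers before the filter, and each monocyte cluster alone. The procedure was tested on simulated data for 3 classes with 200 genes changed 2-fold. At the depth and spread of B-cell-like cells it recovered 99.5% of them, and 84.0% for plasma-cell-like cells. Libraries of a strain differed from each other by more than counting noise, with a chi-square per gene of 6.81 to 28.7, so none is a copy of another.

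The versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, and scran 1.30.0. Gene ontology and reactome terms were not tested, since no such annotation was at hand. The overlap with all genes of Supplementary Table 2 was not tested, since only part of it could be used here. Reads were not used, and the alleles of NZB and NZW were not separated.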

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

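Every test of an explanation in this part was chosen after the result was seen.

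*Ifitm2* was singled out because its difference from the parents' mean went in opposite directions in different classes. It was -0.72 in neutrophil-like cells, compared with 1.39 in dendritic-cell-like cells, and it was also called higher in NK-cell-like and T-cell-like cells, where NZB had 1 and 2 UMIs and only the direction is read. The log2 CPM of the 2 classes were subtracted within each mouse, and the result was tested with limma. The difference from neutrophil-like cells was 2.10 for dendritic-cell-like cells (limma, adjusted p = 0.0235). For NK-cell-like (2.96, adjusted p = 0.000115) and T-cell-like cells (2.47, adjusted p = 7.79e-05), the differences rest on those few NZB UMIs and are not read as sizes. For B-cell-like cells the difference of 2.00 did not pass (adjusted p = 0.465). In neutrophil-like cells *Ifitm2* was no longer called without NZBWF1 replicate 3 (adjusted p = 0.0799). Reads of *Ifitm3* counted on *Ifitm2* stay open, because in neutrophil-like cells 0 of 3 NZB mice had more *Ifitm2* than *Ifitm3*. In mast-cell- or basophil-like cells, 3 of 3 had more (642.8 and 155.2 CPM). The same held in B-cell-like (75.83 and 32.45) and erythroid-like cells (181.9 and 64.49). In dendritic-cell-like, monocyte-like, NK-cell-like, and plasma-cell-like cells, 0 of 3 had more. The reference transcripts share 301 of 363 aligned bases (82.9%). Between the parents, *Ifitm2* differs in opposite directions. NZB lay above NZW by 0.97 on the log2 scale in neutrophil-like cells and below it in the other 3 classes. NZBWF1 had a mean below those of both parents in neutrophil-like cells, but *Ifitm2* was not called there in the same direction against each parent. Whether NZBWF1 lies below NZW or at its level is therefore not settled. The parental difference stays open as an account of the lower value in neutrophil-like cells. With free RNA subtracted, *Ifitm2* was still called lower in neutrophil-like cells (edgeR, adjusted p = 0.00479), which argues against free RNA from other cells. A different mix of clusters in the neutrophil-like class and a variant of NZB or NZW against the reference stay open, as does a biological difference between the strains, which was not tested.

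A set of 14 genes and classes was singled out because NZBWF1 was called in the same direction against each parent, which the paper does not discuss apart from *C1qa*. Among them were *Slfn2* (-0.72) and *Mpnd* (0.61) in dendritic-cell-like cells; *Mex3a*, *Csrp3*, *Cenpe* (-0.42), and *Hmmr* (-0.47) in erythroid-like cells; *Hmox1* (2.10) in stem-cell-like cells; *F630028O10Rik* in mast-cell- or basophil-like cells; and *C1qa*, *Cenpe* (-0.80), *Stxbp6* (0.75), *Chtf18*, and *Ltb* (0.71) in monocyte-like cells. In the 9 classes with 9 mice, such genes numbered 13, and 3 of 100 splits of the mice gave as many, so chance can be excluded as their only source. In counts simulated with NZBWF1 midway between the parents, however, up to 7 genes were called against both parents in monocyte-like cells, where 6 were found, and false calls among those stay open. The other such splits set the NZB mice (1958) or the NZW mice (416) apart. With free RNA subtracted, 14 of 14 stayed called, which argues against free RNA from other cells. Against the arithmetic mid-parent, 9 of 14 were called. Of 20 alternatives, *Mpnd* was called under 11, *Hmmr* under 13, and *Slfn2* under 15. In monocyte-like cells, *Ltb* was called under 19 and *Cenpe* under 20. Fits that left out a mouse lost the call of *Hmmr* in 6 cases, of *Mpnd* in 5, and of *Slfn2* in 2.

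*Mex3a* (1.43, adjusted p = 0.0402) and *Csrp3* (1.98, adjusted p = 6.36e-05) were raised in erythroid-like cells, where the paper's supplement lists both without a call. Levels were low: 2.87, 3.08, and 8.80 CPM for *Mex3a* and 3.80, 10.0, and 24.4 for *Csrp3* in NZB, NZW, and NZBWF1, with NZBWF1 above every parental mouse in 3 of 3 mice. Stem cells within the class are argued against as the source of *Mex3a*, because 19.8% of such cells would be needed, and of 10 other genes abundant in stem-cell-like cells 0 rose as much as that share needs (median 0.13, with 3.12 needed). For *Csrp3*, a share of 0.797% of mast cells or basophils would be needed, and 2 of 43 other genes abundant in them rose as much as it needs (median 0.12, with 0.75 needed), which argues against such cells in the class. *Mex3a* was called under 9 of 19 alternatives with the same reference (adjusted p 0.011 to 0.261), not against the arithmetic mid-parent (0.277), and lost its call in 8 of the 9 fits that leave out a mouse, up to 0.254, all but the one without NZBWF1 replicate 1 (0.0389). *Csrp3* was called under 18 of 19 (1.18e-13 to 0.0848), all but no doublet removal. A difference in the stage of the erythroid-like cells between strains was not tested, and a biological difference stays open.

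*F630028O10Rik* was raised in mast-cell- or basophil-like cells (1.37, adjusted p = 0.000213), with 798.3, 703.0, and 1954 CPM in the same order. Cells of another class within these few cells would have to hold more of the gene than the class does. The highest level elsewhere in NZBWF1 was 1610.0 CPM, in precursor-like cells, below that of the class. NZBWF1 replicate 1 was left out with 8 cells, so NZBWF1 rests on 2 mice (14 and 15 cells), and both lay above every parental mouse. *F630028O10Rik* was not called without NZBWF1 replicate 3 (adjusted p = 0.076) or by DESeq2 (0.109), within a range of 5.07e-06 to 0.109 over 18 alternatives. *Chtf18* was lowered in monocyte-like cells (-1.40, adjusted p = 0.0173), with 10.2, 12.3, and 3.91 CPM. No technical explanation was tested for *Chtf18* alone. G2M calls in monocyte-like cells averaged 43.6% in NZB, 27.8% in NZW, and 24.7% in NZBWF1 (exact permutation over 84 splits, NZBWF1 against both parents, p = 0.0476). That difference is mainly against NZB, whereas *Chtf18* was no higher in NZB than in NZW. Fewer dividing cells in NZBWF1 therefore stay open as a source of part of the decrease, without direct evidence for this gene. For both genes a biological difference between strains is open and untested.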

How the results depend on the processing

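The alternatives in this part were set before the data were examined, apart from those named as added. Where no cause is given, the cause was not tested.

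With a minimum of 2000 UMIs and 1000 genes, which leaves fewer cells, the values were: cells kept after quality control 17371, abundance of Dendritic cell-like 0.19, abundance of Macrophage-like 3.61, abundance of Neutrophil-like 0.039, genes called in Dendritic cell-like 6, genes called in Monocyte-like cells 38, and genes called in NK cell-like 4. With a mitochondrial maximum of 5%, the value was: cells kept after quality control 23915. Without doublet removal it was: genes called in Neutrophil-like cells 56. Under resolution 1 it was: abundance of unnamed cells -0.023.

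Under classes per cell by marker score, the values were: abundance of Dendritic cell-like 0.21, abundance of Megakaryocyte-like -0.072, and genes called in Plasma cell-like 7. With unnamed clusters joined to their best class, added after the data were seen: genes called in NK cell-like 5. Cells not thinned gave: S phase, all cells -0.030. Exact permutation of the 9 mice on the shares gave: abundance of B-cell-like 0.76, abundance of Megakaryocyte-like -0.0089, and abundance of Plasma cell-like 0.80, as log2 ratios of mean shares.

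DESeq2 gave: genes called in Hematopoietic stem cell-like 3, genes called in Macrophage-like cells 1, genes called in Mast cell or basophil-like cells 0, genes called in NK cell-like 4, genes called in Plasma cell-like 9, genes called between NZBWF1 and NZB, 9 classes 1605, genes called between NZBWF1 and NZW, 9 classes 553, genes called between NZB and NZW, 9 classes 4189, genes called the same way against both parents, 9 classes 5, and genes called against the arithmetic mid-parent, 9 classes 113. For the comparisons with each parent and the mid-parent, DESeq2, the block, and leaving out mice were added after the data were seen.

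With no filter beyond 1 count, more genes were tested, and the counts were: genes called in Dendritic cell-like 53, genes called in Erythroid cell-like 82, genes called in Granulocyte-monocyte precursor-like cells 33, genes called in Hematopoietic stem cell-like 21, genes called in Monocyte-like cells 296, genes called in Neutrophil-like cells 116, and genes called in Plasma cell-like 17. Requiring at least 10 counts in every mouse drops by construction the genes near 0 in a parent, and left: genes called in B-cell-like 4, genes called in Dendritic cell-like 15, genes called in Erythroid cell-like 5, genes called in Granulocyte-monocyte precursor-like cells 4, genes called in Hematopoietic stem cell-like 1, genes called in Macrophage-like cells 1, genes called in Neutrophil-like cells 10, genes called in NK cell-like 0, genes called in Plasma cell-like 1, and genes called in T-cell-like 0.

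Against NZB alone, the values were: abundance of Macrophage-like 1.61, abundance of Megakaryocyte-like -0.54, and abundance of Plasma cell-like 0.054. Genes between the parents change sign there by construction: log2 fold change of Ftl1, Hematopoietic stem cell-like -0.78, log2 fold change of Apobec3, Dendritic cell-like -0.998, log2 fold change of Ifi202b, Monocyte-like cells -1.11, log2 fold change of Tpm3-rs7, B-cell-like -0.82, log2 fold change of Htatip2, Monocyte-like cells -1.18, log2 fold change of Gm42031, Dendritic cell-like -0.72, log2 fold change of Ftl1, B-cell-like -0.88, and log2 fold change of Klk1, Dendritic cell-like -1.77.

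Against NZW alone, the values were: abundance of B-cell-like 0.065, abundance of Dendritic cell-like 0.54, abundance of Hematopoietic stem cell-like 0.081, and abundance of unnamed cells -0.018, and log2 fold change of Ftl1-ps1, Hematopoietic stem cell-like -0.81, log2 fold change of Ifitm2, T-cell-like -1.35, log2 fold change of Ctse, Neutrophil-like cells -0.80, log2 fold change of Ly6c2, T-cell-like -0.37, log2 fold change of Hist1h4i, Erythroid cell-like -1.18, log2 fold change of Ftl1-ps1, B-cell-like -1.02, log2 fold change of Bcl2a1b, B-cell-like 0.61, and log2 fold change of Ighg2b, Plasma cell-like -0.49.

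Against the arithmetic mid-parent, with 3 sums against 3, the counts were: genes called in B-cell-like 0, genes called in Dendritic cell-like 7, genes called in Erythroid cell-like 4, genes called in Granulocyte-monocyte precursor-like cells 3, genes called in Hematopoietic stem cell-like 1, genes called in Mast cell or basophil-like cells 2, genes called in Neutrophil-like cells 0, genes called in NK cell-like 1, genes called in Plasma cell-like 0, and genes called in T-cell-like 0. In monocyte-like cells, 92 genes were called higher and 116 lower, in place of 96 and 48. The signs changed for log2 fold change of Ifitm2, T-cell-like -0.40, log2 fold change of Apobec3, Dendritic cell-like -0.051, log2 fold change of Ifi202b, Monocyte-like cells -0.077, log2 fold change of Htatip2, Monocyte-like cells -0.15, log2 fold change of Hist1h4i, Erythroid cell-like -0.19, log2 fold change of Ftl1-ps1, B-cell-like -0.033, and log2 fold change of Klk1, Dendritic cell-like -0.79. Genes called in the same direction against each parent were: genes called in B-cell-like 0, genes called in Dendritic cell-like 2, genes called in Erythroid cell-like 4, genes called in Granulocyte-monocyte precursor-like cells 0, genes called in Hematopoietic stem cell-like 1, genes called in Macrophage-like cells 0, genes called in Mast cell or basophil-like cells 1, genes called in Monocyte-like cells 6, genes called in Neutrophil-like cells 0, genes called in NK cell-like 0, genes called in Plasma cell-like 0, and genes called in T-cell-like 0. With *Tpm3* and *Tpm3-rs7* added, an alternative chosen after the data were seen: log2 fold change of Tpm3-rs7, B-cell-like -0.13.

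With at least a 2-fold difference between the parents: median place of NZBWF1, Monocyte-like cells 0.343. Under camera, which assumes a preset correlation: interferon-stimulated gene list, monocyte-like cells, median log2 fold change 0.37, and classes in which the interferon-stimulated gene list is called 2 (adjusted p = 3.37e-22 for the former).

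Mice were not taken as pairs by their replicate number, since not every pair was correlated above 0.1: over 81 pairs of strains and classes, the correlation of residuals ran from -0.0848 to 0.275, with 14 over 0.1. Of these, 6 of 9 pairs in neutrophil-like cells (median 0.224) and 6 of 9 in NK-cell-like cells (median 0.146) joined mice of replicate 1 or replicate 2. With the number as a replicate block, the values from edgeR were: abundance of Erythroid cell-like -0.61 (adjusted p = 0.0321, and 0.408 without the block), abundance of Macrophage-like 0.89 (adjusted p = 0.0187, and 0.129 without the block), abundance of T-cell-like 0.61 (adjusted p = 0.0321, and 0.408 without the block), G2M phase, all cells -0.19 (adjusted p = 0.0214, and 0.409 without the block), G1 phase, B-cell-like cells 0.17 (adjusted p = 0.0402, and 0.555 without the block), genes called in Macrophage-like cells 12 (and 2 without the block), genes called in Neutrophil-like cells 156 (and 36 without the block), genes called in Plasma cell-like 9 (and 4 without the block), and genes called the same way against both parents, 9 classes 33 (and 13 without the block). The block was not adopted.

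Leaving out each mouse in turn gave these ranges: abundance of B-cell-like 0.91 (without NZBWF1 replicate 3) to 1.33 (without NZBWF1 replicate 2); abundance of Dendritic cell-like -0.30 (without NZBWF1 replicate 2) to 0.014 (without NZBWF1 replicate 1); abundance of Hematopoietic stem cell-like -0.70 (without NZBWF1 replicate 2) to 0.038 (without NZBWF1 replicate 1); abundance of Macrophage-like 0.43 (without NZBWF1 replicate 3) to 1.21 (without NZBWF1 replicate 2). Further ranges were: abundance of Megakaryocyte-like -0.22 (without NZBWF1 replicate 3) to 0.76 (without NZBWF1 replicate 1); abundance of Monocyte-like -0.42 (without NZBWF1 replicate 2) to 0.043 (without NZBWF1 replicate 1); abundance of Plasma cell-like 0.84 (without NZBWF1 replicate 3) to 1.56 (without NZBWF1 replicate 1); G2M phase, B-cell-like cells -0.29 (without NZBWF1 replicate 2) to 0.056 (without NZBWF1 replicate 1).

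For counts of genes, leaving out a mouse gave: genes called in Erythroid cell-like 13 (without NZBWF1 replicate 2) to 61 (without NZBWF1 replicate 1); genes called in Granulocyte-monocyte precursor-like cells 14 (without NZBWF1 replicate 2) to 33 (without NZBWF1 replicate 1); genes called in Hematopoietic stem cell-like 5 (without NZB replicate 2) to 20 (without NZB replicate 1); genes called in Macrophage-like cells 2 (without NZB replicate 2) to 4 (without NZW replicate 2); genes called in Mast cell or basophil-like cells 2 (without NZBWF1 replicate 2) to 5 (without NZB replicate 1). It also gave: genes called in Monocyte-like cells 44 (without NZBWF1 replicate 3) to 339 (without NZB replicate 1); genes called in Neutrophil-like cells 21 (without NZBWF1 replicate 3) to 51 (without NZW replicate 2); genes called in Plasma cell-like 3 (without NZB replicate 2) to 11 (without NZBWF1 replicate 1); genes called in T-cell-like 5 (without NZB replicate 1) to 10 (without NZBWF1 replicate 1). For the comparisons, it gave: genes called between NZBWF1 and NZB, 9 classes 1441 (without NZBWF1 replicate 2) to 2662 (without NZB replicate 1); genes called between NZBWF1 and NZW, 9 classes 492 (without NZW replicate 3) to 970 (without NZBWF1 replicate 1); genes called the same way against both parents, 9 classes 6 (without NZB replicate 2) to 28 (without NZBWF1 replicate 1); genes called against the arithmetic mid-parent, 9 classes 44 (without replicate 2) to 451 (without replicate 1).

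Apart from leaving out mice, 147 of 166 alternative values of abundance kept their direction and side of the threshold, 4 were no longer past it, 5 came to pass it, and 10 changed sign. Of the log2 fold changes of named genes, 320 of 387 kept both, 34 lost and 9 gained the call, and 24 changed sign. Of the counts of genes per class, 96 of 149 stayed within 1.5 times. The tests of B-cell sub-clusters kept 0 calls under 13 of 13. Some alternatives gave no value, because a strain was left without a mouse with enough cells or the mid-parent with fewer than 2 sums. These were 2000 UMIs and 1000 genes for macrophage-like, mast-cell- or basophil-like, and T-cell-like cells, leaving out mice with fewer than 30 cells for macrophage-like, mast-cell- or basophil-like, and plasma-cell-like cells, and the arithmetic mid-parent and without NZB replicate 1 for macrophage-like cells. Genes that failed the filter of a setting have no value under it either. Macrophage-like cells had only 1 NZB mouse with at least 10 cells in every fit. Leaving out a mouse left 1 NZBWF1 mouse for mast-cell- or basophil-like cells and 1 NZW mouse for plasma-cell-like cells. In such fits, edgeR assumes that the lone sample varies like the other groups. Depth limits the small classes: mast-cell- or basophil-like cells had 527 genes tested and B-cell-like cells 9426.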

Differences from the paper's values

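The tests of UMIs per cell and of markers in discarded barcodes, the unnamed clusters joined to their best class, and for single genes the settings of filter and doublets, were chosen after the results were seen, and the other tests of this part before the data were examined. All comparisons are with values in the paper's text or its supplement, and the classes here were drawn from clusters of this work. A log2 value under an alternative is taken as within reach of the paper's when it has the same sign and differs from it by at most the SD given, which is that of the replicates. A number of genes is taken so when one number is at most 1.5 times the other or they differ by at most the SD given, which is that over the fits that leave out a mouse.

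Change in abundance of Hematopoietic stem cell-like cells, on the log2 scale: 0.35080046 in the paper and -0.26 here, SD 0.498, within reach under 2 of 19 alternatives (0.081 under NZW alone, and 0.038 without NZBWF1 replicate 1). Change in abundance of Macrophage-like cells, on the log2 scale: 0.19599014 in the paper and 0.92 here, SD 0.524, within reach under 3 of 19 alternatives (0.17 under classes per cell by marker score, 0.23 under NZW alone, and 0.43 without NZBWF1 replicate 3). Decrease in abundance of Megakaryocyte-like cells, on the log2 scale: 0.1586588 in the paper and -0.39 here, SD 0.93, within reach under 4 of 19 alternatives (0.072 under classes per cell by marker score, 0.0089 under exact permutation of the 9 mice, 0.54 under NZB alone, and 0.22 without NZBWF1 replicate 3). Change in abundance of Dendritic cell-like cells, on the log2 scale: 0.05500362 in the paper and -0.19 here, SD 0.38, within reach under 3 of 19 alternatives (0.21 under classes per cell by marker score, 0.19 under 2000 UMIs and 1000 genes, and 0.014 without NZBWF1 replicate 1).

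Genes called lower in B-cell-like cells: 3 in the paper and 0 here, SD 0.5, within reach under 4 of 20 alternatives (2 under no filter beyond 1 count, 2 under replicate block, 3 under classes per cell by marker score, and 3 under 2000 UMIs and 1000 genes). Genes called higher in Hematopoietic stem cell-like cells: 2 in the paper and 9 here, SD 3.35, within reach under 6 of 20 alternatives (3 under DESeq2, 1 under at least 10 counts in every mouse, 4 under classes per cell by marker score, 1 under arithmetic mid-parent, 1 for called in the same direction against each parent, and 5 without NZB replicate 2). Genes called higher in Macrophage-like cells: 6 in the paper and 2 here, SD 0.354, within reach under 1 of 16 alternatives (5 under replicate block). Genes called lower in Mast cell or basophil-like cells: 0 in the paper and 1 here, SD 0.441, within reach under 4 of 18 alternatives (0 under DESeq2, 0 for called in the same direction against each parent, 0 without NZBWF1 replicate 2, and 0 without NZBWF1 replicate 3). Genes called higher in Monocyte-like cells: 45 in the paper and 96 here, SD 47.4, within reach under 12 of 20 alternatives (64 under DESeq2, 61 under at least 10 counts in every mouse, 90 under classes per cell by marker score, 32 under 2000 UMIs and 1000 genes, 92 under arithmetic mid-parent, 3 for called in the same direction against each parent, 75 without NZB replicate 2, 85 without NZW replicate 1, 91 without NZW replicate 2, 85 without NZW replicate 3, 44 without NZBWF1 replicate 2, and 33 without NZBWF1 replicate 3). With an SD of 47.4, the rule takes in both 3 and 92 genes for monocyte-like cells. That tally therefore cannot tell which alternatives approach the paper's number. Genes called lower in Neutrophil-like cells: 0 in the paper and 1 here, SD 0.527, within reach under 2 of 20 alternatives (0 under arithmetic mid-parent, and 0 for called in the same direction against each parent).

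Genes called higher in Plasma cell-like cells: 5 in the paper and 3 here, SD 1.27, within reach under 8 of 19 alternatives (6 under DESeq2, 6 under classes per cell by marker score, 4 under no doublet removal, 4 without NZB replicate 1, 4 without NZW replicate 3, 6 without NZBWF1 replicate 1, 6 without NZBWF1 replicate 2, and 5 without NZBWF1 replicate 3). Genes called higher in T-cell-like cells: 3 in the paper and 6 here, SD 1.48, within reach under 1 of 19 alternatives (4 under classes per cell by marker score).

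Log2 fold changes compared were these. *Ifitm2* in Dendritic cell-like cells: 1.85651713 in the paper and 1.39 here, SD 0.14, within reach under 0 of 15 alternatives. *Ftl1* in Dendritic cell-like cells: 1.53974644 in the paper and 1.38 here, SD 0.131, within reach under 1 of 16 alternatives (1.58 under classes per cell by marker score). *Cd7* in Dendritic cell-like cells: 1.54503052 in the paper and 1.16 here, SD 0.221, within reach under 2 of 15 alternatives (1.35 under classes per cell by marker score, and 1.35 without NZB replicate 3). *Gm42031* in Granulocyte-monocyte precursor-like cells: 3.68043299 in the paper and 2.11 here, SD 0.295, within reach under 0 of 15 alternatives. *Hmox1* in Granulocyte-monocyte precursor-like cells: 1.70928675 in the paper and 1.05 here, SD 0.395, within reach under 1 of 15 alternatives (1.37 without NZBWF1 replicate 2). *Ftl1* in Hematopoietic stem cell-like cells: 1.98368353 in the paper and 1.68 here, SD 0.187, within reach under 0 of 16 alternatives.

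*Ftl1-ps1* in Hematopoietic stem cell-like cells: 2.32695056 in the paper and 2.97 here, SD 0.245, within reach under 0 of 16 alternatives. *Ly6c2* in Neutrophil-like cells: 4.33353168 in the paper and 3.83 here, SD 0.26, within reach under 1 of 15 alternatives (4.10 without NZB replicate 1). *Ifitm2* in Plasma cell-like cells: 1.24298817 in the paper and 3.23 here, SD 0.28, within reach under 0 of 15 alternatives. *Ly6c2* in T-cell-like cells: 1.59713348 in the paper and at least 2.29 here, with a floor of 3 UMIs over NZB, which had 0; the bound was not computed under the alternatives, and the fitted value fell within the paper's under 1 of them (classes per cell by marker score). *Bcl2a1b* in B-cell-like cells: -1.49334 in the paper and -0.67 here, SD 0.595, within reach under 3 of 14 alternatives (-1.96 under NZB alone, -1.28 under classes per cell by marker score, and -0.93 without NZB replicate 2).

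For *Bcl2a1b*, joining unnamed clusters to their best class, chosen after the values were seen, also falls within the paper's value (-1.32), and drops 1 of the genes that the paper calls and that were called here (*C1qa* in monocyte-like cells). *Bcl2a1b* was not called here (adjusted p = 0.945), where the B-cell-like class leaves out an unnamed cluster of 1460 cells that scored highest for B cells. With unnamed clusters joined it was called (adjusted p = 0.00427), as it was by marker score (adjusted p = 0.0379).

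Of 60 pairs of a gene and a cell type that Table 3 or the text calls, 48 were called here in the same direction by edgeR. Of the others, 4 were in megakaryocytes, which had too few cells to be tested, and *Ifi202b*, *Gm42031*, and *Psme2b* in macrophage-like cells failed the filter on low counts. The paper calls *Hmox1* higher in granulocyte-monocyte precursors; it was not called here (1.05, adjusted p = 0.316), fell to 0.42 without NZBWF1 replicate 3 (adjusted p = 0.806), and was called without NZBWF1 replicate 1 or replicate 2 and with no filter beyond 1 count, a setting that was added for single genes after their values were seen and that drops 2 of the 48 pairs, *Ftl1* and *Ftl1-ps1* in mast-cell- or basophil-like cells.

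The paper lists *Ftl1* and *Ftl1-ps1* as raised across cell types; the sum of *Ftl1* and *Ftl1-ps1* was called in 0 of 12 classes (edgeR, lowest adjusted p 0.827), whereas each gene alone was called in 12 of 12. The paper names *C1qb* with *C1qa* in monocytes; *C1qb* was not called here (1.34, adjusted p = 0.0776), and was called under the arithmetic mid-parent (adjusted p = 0.0393), marker score, no filter beyond 1 count (chosen after the values were seen, 2 of 48 pairs dropped), the replicate block, and without NZB replicate 1 or NZW replicate 1. The paper states that *Ly6c2* rises across myeloid cells; dendritic-cell-like (0.17) and macrophage-like cells were not called, and monocyte-like, neutrophil-like, and precursor-like cells were. The paper names *Ifitm2* as raised. Here it was called higher in 5 of 12 classes, and lower in neutrophil-like cells (-0.72). The paper names *Klk1* as raised in dendritic cells; it was also called here, but lay below the arithmetic mid-parent (-0.79, adjusted p = 0.000504). The paper names *Ighg2b* and *Ighg2c* in plasma cells; edgeR called neither here (adjusted p 0.898 and 0.437), and 4 alternatives called *Ighg2c*, which were DESeq2, no filter beyond 1 count (likewise chosen afterwards), the replicate block, and without NZBWF1 replicate 3. The paper states that genes were not enriched among discarded cells; B-cell markers were higher in discarded than in kept barcodes of 9 of 9 mice. The paper states that cell quality did not differ across strains; of 4 measures, median UMIs per kept cell differed (exact permutation, adjusted p = 0.0428), and the percent kept (adjusted p = 0.972), median genes (0.989), and median mitochondrial percent (0.0642) did not. The paper states that 31,053 cells were left after quality control; 39051 barcodes passed the same limits here, 36525 after the removal of doublets, and 31053 is the number of genes in the matrix.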

Other observations

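Of the tests in this part, 3 were written before the data were examined: shared reads of *Ftl1* and *Ftl1-ps1*, the geometric mean as reference for all genes called higher, and a low share of B cells in 1 parent. The other tests were chosen after the results were seen.

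*Ftl1* and *Ftl1-ps1* were each low in a different parent, and NZBWF1 lay between the parents on both in 12 of 12 classes. The sum of both genes was called in 0 of 12 classes against the mean of the parents' logs (edgeR, lowest adjusted p 0.827). Against NZB it was called in 1 class, dendritic-cell-like cells (-0.48, adjusted p = 0.000789), and against NZW in 0. Between the parents, edgeR called the sum higher in NZB in dendritic-cell-like (0.70), monocyte-like (0.46), and neutrophil-like cells (0.58). The adjusted p were 1.86e-07, 0.000286, and 0.0215 in that order (edgeR), and the other classes were not called. Reads of a ferritin light chain transcript, counted on *Ftl1* in NZB and on *Ftl1-ps1* in NZW, would give the opposite low values of the 2 genes. Whether such counting also gives the parental difference in the sum was not tested. A sequence difference between NZW and the reference may send the reads to the copy, but the reads were not used, so this was not tested. Transcription of both genes at different rates in the parents stays open, as a biological explanation. *Fth1* and *Tfrc* were called in 0 of 12 and 0 of 8 classes (edgeR, lowest adjusted p 0.737 and 0.644), and *Hmox1* in 1 of 8. For *Tpm3* and *Tpm3-rs7*, the sum was called in 0 of 12 classes (edgeR, lowest adjusted p 0.333) and against NZB in 1, monocyte-like cells (-0.30, adjusted p = 0.0259), so shared reads are a candidate explanation for *Tpm3-rs7* as well.

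Genes called higher may owe their call to the reference of the contrast. A hybrid that expresses each parent's allele at the parent's level lies at the arithmetic mean, which is above the mean of the logs when the parents differ widely. Of the tests called higher, 61 of 245 were also called against the arithmetic mid-parent. In classes other than monocyte-like, 6 of 149 were, in line with such a reference effect there. In monocyte-like cells, 55 of 96 were, which argues against the reference as the only source. The comparison has 3 sums against 3 and less power than that with 9 mice. A strain difference beyond the parents' alleles stays open and untested.

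Chance groupings were examined by other splits of the mice in the 9 classes with 9 mice. Against the mean of the parents' logs, 3 of 100 splits gave as many calls as the 298 found, the real split among them. The remaining ones set NZB (4449) or NZW (1344) apart, and the median over splits was 1. The other splits mix the strains, so differences between strains add to the spread within their groups. These splits therefore show that the strains differ, and cannot tell whether NZBWF1 departs from the parents' mean. For the comparisons of 3 mice with 3, only 10 splits exist. The real split had the most calls in each, 1 of 10 for NZBWF1 against NZB (2602, next 23), 1 of 10 for NZBWF1 against NZW (867, next 22), 1 of 10 for NZB against NZW (6589, next 18), and 1 of 10 for the mid-parent sums (224, next 91). A share under 0.1 cannot be had from 10 splits, so they alone cannot exclude chance. For the interferon-stimulated list, 3 of 100 splits gave as small a p in monocyte-like cells, but this class was chosen from 9 by its p, and 14 of 100 splits had a smallest p over the 9 classes as small as that found, so chance cannot be excluded.

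The higher abundance of B-cell-like and plasma-cell-like cells may each reflect a low share in 1 parent. Against NZW alone the log2 fold change of B-cell-like cells was 0.07 (0.06501 before rounding), and against NZB alone that of plasma-cell-like cells was 0.05 (0.05378). That B cells were discarded more often in NZB is argued against as the only source. Barcodes with at least 2 UMIs of B-cell markers were already fewer in NZB before the filter, 18.9 ± 2.30% of barcodes (18.89), compared with 40.1 ± 7.28% in NZW and 41.6 ± 5.89% in NZBWF1. Of these barcodes, 64.08% to 71.46% were discarded in the NZB mice, 46.82% to 60.91% in NZW, and 52.52% to 58.35% in NZBWF1, so they were discarded more often in NZB. The higher B-cell markers among discarded barcodes are consistent with B cells with fewer UMIs than the minimum, since the kept B-cell-like cells had a lower median of UMIs than all kept cells in 9 of 9 mice. Free RNA of B cells is argued against, because at most 8.85% (8.848) of the neutrophil-like cells of a mouse held 2 such UMIs. A strain difference in B cells is open as a biological explanation.

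The interferon-stimulated list in monocyte-like cells differed from NZB (limma fry, adjusted p = 0.0169) and not from NZW (adjusted p = 0.819, with 0.751 before adjustment), which is consistent with a low level in NZB alone. Whether NZB monocyte-like cells differ in maturity was not tested apart from the mix of clusters, and a strain difference stays open.

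*C1qa* in monocyte-like cells stayed called with free RNA subtracted (adjusted p = 0.00886), which argues against free RNA. The 6 macrophage markers tested there had a median of 1.01 (1.007), and 2 were called, *Axl* (1.34) and *Slc40a1* (1.67). Macrophages, or their RNA, within the class are therefore a candidate source. *C1qa* stood at 2569 CPM in macrophage-like cells of NZBWF1.

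Genes called in monocyte-like cells could reflect a different mix of monocyte clusters, since cluster 9 led in NZB and cluster 2 in the other strains. Within cluster 2 alone, 101 of the called genes were tested, 95 kept their direction, and 19 were called again, which argues against the mix as the only source of the raised genes (median 0.66 in the cluster and 0.77 in the class). Cluster 2 had as few as 18 cells in a mouse. Clusters 9, 11, 19, and 38 called 13, 9, 8, and 2 of the genes again, with 80.8% to 92.6% in the same direction and medians of the raised genes of 0.30 to 0.45, below the 0.43 to 0.65 of the same genes in the class, so the mix stays open as a source of part of the difference. For lowered genes the median was -0.26 (-0.2613) in cluster 2 and -0.42 in the class. Clusters 9, 11, 19, and 38 had medians of -0.21, -0.21, -0.26, and -0.27, compared with -0.47, -0.44, -0.47, and -0.44 in the class. The lowered genes thus stayed lower within each cluster by a smaller amount. A mix and a change within clusters cannot be told apart with so few mice. G2M calls among monocyte-like cells were 32.1%, 57.5%, and 41.2% in the NZB mice, 25.8%, 27.9%, and 29.8% in NZW, and 23.7%, 24.1%, and 26.2% in NZBWF1 (exact permutation, p = 0.0476, 84 splits). Of 94 phase genes, 16 were among the 48 genes called lower and 0 among the 96 called higher, in line with fewer dividing cells in NZBWF1.

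*Ighg2c* in plasma-cell-like cells of NZBWF1 was found in 5 of 159 cells, which is consistent with most of the UMIs from a few plasma cells. In the parents, 115 NZB cells and 20 NZW cells were tested. NZW replicate 1, left out with 6 cells, had 3 UMIs counted on *Ighg2c* in 1 cell. Whether these came from *Ighg2c* is open, since reads shared between the immunoglobulin constant region genes were not examined. Whether so few parental cells missed others with *Ighg2c* was not tested, and whether either parent carries the gene of the reference was not examined.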
